# Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains

**DOI:** 10.1371/journal.pone.0090425

**Published:** 2014-03-14

**Authors:** Rasha Hammamieh, Nabarun Chakraborty, Aarti Gautam, Stacy-Ann Miller, Seid Muhie, James Meyerhoff, Marti Jett

## Abstract

The health benefits of fish oil enriched with high omega-3 polyunsaturated fatty acids (n-3 PUFA) are widely documented. Fish oil as dietary supplements, however, show moderate clinical efficacy, highlighting an immediate scope of systematic *in vitro* feedback. Our transcriptomic study was designed to investigate the genomic shift of murine brains fed on fish oil enriched diets. A customized fish oil enriched diet (FD) and standard lab diet (SD) were separately administered to two randomly chosen populations of C57BL/6J mice from their weaning age until late adolescence. Statistical analysis mined 1,142 genes of interest (GOI) differentially altered in the hemibrains collected from the FD- and SD-fed mice at the age of five months. The majority of identified GOI (∼40%) encodes proteins located in the plasma membrane, suggesting that fish oil primarily facilitated the membrane-oriented biofunctions. FD potentially augmented the nervous system's development and functions by selectively stimulating the Src-mediated calcium-induced growth cascade and the downstream PI3K-AKT-PKC pathways. FD reduced the amyloidal burden, attenuated oxidative stress, and assisted in somatostatin activation—the signatures of attenuation of Alzheimer's disease, Parkinson's disease, and affective disorder. FD induced elevation of *FKBP5* and suppression of *BDNF*, which are often linked with the improvement of anxiety disorder, depression, and post-traumatic stress disorder. Hence we anticipate efficacy of FD in treating illnesses such as depression that are typically triggered by the hypoactivities of dopaminergic, adrenergic, cholinergic, and GABAergic networks. Contrastingly, FD's efficacy could be compromised in treating illnesses such as bipolar disorder and schizophrenia, which are triggered by hyperactivities of the same set of neuromodulators. A more comprehensive investigation is recommended to elucidate the implications of fish oil on disease pathomechanisms, and the result-driven repositioning of fish oil utilization may revitalize its therapeutic efficacy.

## Introduction

Fish oils, derived from cold water oily fish like albacore tuna and salmon, are high in omega-3 poly-unsaturated fatty acids (n-3 PUFAs), mainly eicosapentaenoic acid (EPA) and docosahexaenoic acid (DHA), which are believed to have many health benefits [1]–[3]. N-3 PUFAs and fish oil, the major dietary source of n-3 PUFA have been extensively studied as dietary supplements suggesting beneficial effects for the treatment of inflammation [4]–[6], macular degeneration [7], [8], Alzheimer's disease (AD) [9], [10], Parkinson's disease (PD) [11]–[13] depression [6], [13], [14] and anxiety disorders [6], [15]. Optimum maintenance of the synaptosome, brain cell functions, and general health of human central nervous system are potentially facilitated by n-3 PUFA [16]–[18].

Despite of the wide implications of n-3 PUFA on the brain functions, clinical efforts investigating the efficacy of n-3 PUFAs and in that matter, the fish oil as dietary supplements for the treatment of psychiatric diseases have yet met with mixed results. Two separate clinical trials on Alzheimer's patients and Parkinson's patients supplemented by n-3 PUFA enriched diets failed to deliver a robust outcome. The trials found n-3 PUFA effective only if it was administered during the early onset of the AD [10]; in treating PD, its efficacy was restricted to mitigating the depression syndromes only [12]. N-3 PUFAs demonstrated significant positive impact on the major depressive episodes with anxiety co-morbidity [6], [13]; however, the supplement's efficacy on the heterogeneous disease profile (with and without comorbid anxiety) was marginal [13]. A pilot trial offering n-3 PUFA supplementation to patients immediately after life-threatening incidents resulted in reduced post traumatic syndromes [19].

A number of clinical, epidemiological, and laboratory studies linked the health benefits of n-3 PUFA to various dietary compositions, including EPA alone [20], [21], the EPA:DHA ratio [22], the arachidonic acid (AA):EPA ratio [23], [24] the AA: alpha-linolenic acid (ALA) ratio [25] and the overall n-3 PUFA; n-6 PUFA ratio [26]. Consequently, the appropriate dietary composition is still a subject of ongoing investigation.

Researchers have been using rodent models for decades to evaluate the efficacy of fish oil as the dietary supplement. Justifying the model, studies reported the increased levels of EPA and DHA accompanied by decreased AA in the brain tissues of rats fed on fish oil enriched diets [27], [28]. The n-3 PUFA enriched diet helped balancing behavioral plasticity [29], improved cognitive function [9] and working memory [30], enhanced neuroprotection [31], [32] and reduced anxiety and depression-like traits [33], [34] *in vitro*. High throughput genomic studies evaluating the effects of fish oil on the rodent brain identified genes involved in ion channels, neuronal function, signal transduction, synaptic plasticity, cytoskeleton and membrane association, and energy metabolism [35]–[41].

The comprehension of the underlying molecular mechanism is potentially critical to understand the effect of the fish oil on neuronal activities. Toward this goal, we studied the effects of high dietary intake of fish oil on the genomic regulations in the mouse brain, and characterized the potentially associated molecular events focused on the nervous system and neurofunctions. The effects of FD on the genes relevant to neurogenesis are of particular interest in the context of the recent study manifesting n-3PUFA as the mediators in generating new neuronal cells [42].

## Materials and Methods

### 2.1 Ethics statement

Research was conducted in compliance with the Animal Welfare Act, and other Federal statutes and regulations relating to animals and experiments involving animals and adheres to principles stated in the Guide for the Care and Use of Laboratory Animals (NRC 2011) in facilities that are fully accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care, International. The protocol was approved by the IACUC committee of Walter Reed Army Institute of Research, Silver Spring, MD.

### 2.2 Diet types and mouse handling

The percentage of the fish oil in the customized FD was restricted to 16% to maintain the food pellet structure consistent with that of SD (Certified Rodent Diet 5002*, Purina LabDiet, MA). Thus, the external appearance and texture of FD and SD appeared similar. Solid food pellets helped maintaining the tidiness of the cages; hence, the cages occupied by FD- or SD-fed mice followed the same schedule of regular lab handling, precluding any concerns associated with psychological bias due to the handling with variable frequency [43]. Possible bias due to the rodents' potential favoring of particular food textures was further averted by introducing the two diets with similar textures.

Briefly, these two diets were similarly supplemented by proteins (FD: 18.3%, SD: 20.7%, both by weight), carbohydrates (FD: 53.8%, SD: 51.8%, by weight) and crude fibers (FD: 4%, SD: 4.3%, by weight); vitamins and minerals were also supplemented proportionately including vitamin E (FD: 90 IU/kg; SD: 65 IU/kg). The different supplements of fat (FD: 16%; SD: 5.5%, both by weight), primarily the higher n-3 PUFA supplements in FD (FD: 4.70%; SD: 0.20%, by weight) outlined the major difference between FD and SD. The n-6 PUFA supplements were marginally lower in FD (FD: 0.66%; SD: 1.22%, by weight). Overall caloric contributions from the two diets were comparable (FD: 4.2 Kcal/g; SD: 4.07 Kcal/g) (Table 1). To maintain the food quality across the study duration and to minimize the oxidative damage to n-3 PUFA, freshly prepared food was purchased every two months and stored at 4°C in sealed bags and the food chambers were replenished daily with fresh supplies.

**Table 1:** Compositions of the primary nutrients and n-3 PUFA and n-6 PUFA in two diets of interest.

		Fish diet (FD)		Standard diet (SD)	
		% by weight	% kcal	% by weight	% kcal
**Primary Nutrients**					
**Protein**		18.3	17.2	23.9	24.11
**Carbohydrate**		51.8	48.8	53.8	62.67
**Fat**		16.0	33.9	5.7	13.22
***Kcal/g***		***4.2***		***4.07***	
**Polyunsaturated Fatty Acids**					
**n-3 PUFA**	**EPA**	2.56		0.20	
	**DHA**	1.73			
	**ALA**	0.29			
**n-6 PUFA**	**LA**	0.29		1.22	
	**AA**	0.37		<0.01	
***n-3 PUFA∶n-6 PUFA***		***7∶1***		***1∶6***	
***EPA∶DHA***		***1.5∶1***		***0***	

The composition of protein, carbohydrate, and fat present in the fish oil enriched diet (FD) and standard diet (SD). The percent fraction by the weight and the calories offered by each diet type is presented. Total calories (Kcal/g) offered by each diet type is noted. The percentage fractions of three n-3 PUFA (EPA, DHA, and ALA) and two n-6 PUFA (AA and LA) are reported.

In designing the assay, we refrained from adjusting any potential shortcomings of the fish oil. For instance FD diet contained 0.3% linoleic acid (LA), whose scale of representation in rodent diets has long been a subject of investigation [44], [45]; of note the nearly equi-caloric control diet contained 1.22% LA (Table 1), as per the recommendation [44]. Hereby, our result highlighted the diet-induced molecular events potentially explaining the suggested benefits or the adverse effects of fish oil on the brain.

C57BL/6J male mice were purchased from Jackson Laboratory (Bar Harbor, ME) at the age of three weeks, singly housed and immediately introduced to either SD or FD. Mice had free access to their respective diets and standard lab-supplied liquids for next five months (∼20 weeks).

### 2.3 Collection of hemibrains and RNA isolation

Following the euthanization of the mice by cervical dislocation the brains were removed from their crania. After the mid-sagittal section, the hemibrains were collected by a highly trained professional experienced with this procedure, who was kept blinded from the animal identities during the dissection period. The dissected brain sections were snap-frozen, saved in individually labeled tubes, and transferred to the freezer at the end of the day. The entire process starting with the brain removal from the skull to the snap-freezing of the last brain region took less than 20 minutes as described in our earlier report [46].

On the day of nucleic acid isolation, organs were weighed before thawing and the appropriate amounts of Trizol™ (Invitrogen, NY) were added. RNA was isolated from the Trizol™ suspensions as per the manufacturer's guidelines. Briefly, the hemibrain was homogenized using the TissueLyser system (Qiagen, MD), phase separated with vigorous agitation, and the aqueous phase was collected. Serial alcohol-based precipitations and washes were performed on the aqueous phase to obtain RNA. The isolated nucleic acids were quantified and qualified using the Agilent BioAnalyzer as reported earlier [47].

### 2.4 High throughput transcriptomic expression analysis

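The deposited data hold 10 arrays, each hybridized with RNA from the hemibrain of a different male C57BL/6J mouse. Mice entered the study at 3 weeks of age and stayed on their diet for 20 weeks, to an age of 5 months. A dual dye array measures 2 RNA samples on the same spots. Here the hemibrain RNA was labeled with Cy-5 and the RNA it was compared with was labeled with Cy-3, so that each probe gives a log2 ratio of Cy-5 to Cy-3. The paper and the labels of the deposited samples describe these channels differently. The methods name 4 arrays from FD-fed mice and 3 from SD-fed mice, with a commercial reference RNA in Cy-3. The diet entries of the labels give FD for all 10 Cy-5 samples, with a pool of hemibrains from SD-fed mice for Cy-3, but the descriptions of the same 10 samples call them controls. Neither the paper nor the labels say which arrays entered its comparison, so the diet of each array was left open and no comparison of FD with SD was made. Values are given per array, by the number of the animal, or as the range and median over the 10 arrays, because the arrays are not known to be replicates of 1 diet. The arrays came from 4 slides, of which 2 held 4 arrays each and 2 held 1 array each, and all slides were scanned on 1 day. Slides were taken from the headers of the files. The position on the slide was the same in the label and the file for 9 arrays, whereas for C10-437, which is alone on its slide, the label gives position 5 and the file position 1.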

The dual dye microarray was carried out using the Whole Mouse Genome Microarray Kit (Agilent Technologies, Inc.) following the vendor's protocol. 200–2000 ng of purified RNA was labeled with Cy-5 dyes and the reference RNA (Agilent, CA) with Cy-3 dyes (N = 4 from FD-fed mice and N = 3 from SD-fed mice. One SD sample was misplaced). The samples were simultaneously hybridized to Agilent 4×44k slides (platform number: 14868) and incubated for 17 h at 55°C. After overnight hybridization, slides were processed in a series of washes. The slides were scanned using an Agilent DNA microarray scanner and the features were extracted using the default setting of the Feature Extraction software (Feature Extraction software v.10.7, Agilent, CA).

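The deposited files list 45018 spots per array, with the median signal and background of each dye, a processed signal per dye, the log10 ratio of Cy-5 to Cy-3 and flags for spots well above background, saturated spots and outliers. Their headers name version 10.10.1.1 of the Feature Extraction software. Without control spots, 43379 spots of 41174 probes remained on each array, and none of these spots was saturated in either dye. Probes well above background in Cy-3 made up 61.9% to 79.1% of all probes. In Cy-5 their share lay between 68.2% and 76.9% on 9 arrays and was 49.8% on the array of animal C10-434. The median background-subtracted Cy-5 signal was also lowest on that array, at 28.5, against 60.0 to 171 on the others, whereas the median Cy-3 signal lay between 103 and 136 on all 10 arrays. The number of arrays and the signal over background limit the precision of the values.

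**Figure D1:**
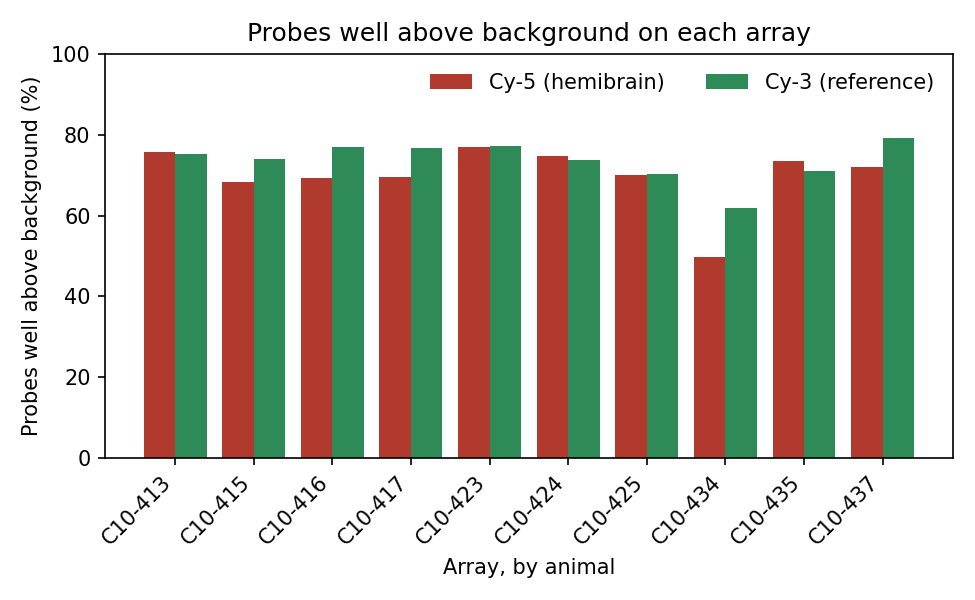
Percentage of the 41174 probes well above background on each array, with 1 bar for the Cy-5 channel and 1 for the Cy-3 channel. The lowest pair of bars, 49.8% in Cy-5 and 61.9% in Cy-3, belongs to array C10-434.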

### 2.5 Data filtering and process normalization

GeneSpring v.10.1 (Agilent Technologies, Inc., CA) was used to carry out the preliminary data filtration and statistical analysis. Each chip was subjected to intra-chip normalization using the locally weighted scatter-plot smoothing method (LOWESS) [48]. 

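For the values given here, the processed signals were normalized within each array by loess, with a span of 0.3 and without control spots or spots carrying an outlier flag, and the spots of each probe were averaged. Pearson correlations of log2 Cy-5/Cy-3 across 40060 probes ranged from 0.863 to 0.967 over the 45 pairs of arrays, with a median of 0.944. Probes are not independent replicates, and these correlations carry no test. The lowest value was that of C10-413 with C10-434, and without C10-434 the lowest was 0.912. No pair of arrays held identical values. When only the 19259 probes well above background in Cy-5 on every array were kept, the median correlation was 0.975. The background correction named normexp widened the range of correlations most, to a lowest value of 0.621. The slides were compared with limma, setting the 4 arrays of a slide against the 4 arrays of another over 40299 probes. The slides hold different animals whose diet is not known, so effects of slide, labeling and animal are not separated by this comparison. At an adjusted p under 0.05 (Benjamini-Hochberg), 30 probes differed, of which 10 were higher and 20 were lower on the second slide. The smallest adjusted p was that of Nudt11 (probe A_51_P490215), at 0.0314, with a log2 difference of -1.47. Its log2 Cy-5/Cy-3 lay between 4.66 and 4.75 on the first slide and between 3.16 and 3.32 on the second. Plppr1 (A_51_P257541), which was well above background in Cy-3 on 4 of the 10 arrays, was lower on the second slide by a log2 difference of -2.20 and Foxp2 (A_52_P56818) by -1.39, with limma's adjusted p of 0.0314 and 0.0388. Bnip5 (A_51_P179480) differed by -1.68, and probe A_51_P315466, whose accession matched no gene of the name table, by 1.49, each with an adjusted p of 0.0388 from limma. That last probe was well above background in Cy-5 on 0 arrays and in Cy-3 on 1, so its difference is one of signals near background. The count moved with the processing, from 0 probes after normexp to 92 when only the 19482 probes well above background in Cy-5 on these 8 arrays were tested. It also fell to between 0 and 8 probes when 1 array was left out. The slides with 1 array each were left out.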

Genes were identified that were differently expressed between the hemibrains of mice fed on FD vs. SD based on ±1.5 fold change cut-off with FDR<0.05.

The microarray data was submitted to the Gene Expression Omnibus (GEO). This can be searched using the Platform ID: GPL7202, Series: GSE46933.

### 2.6 Cluster and functional analysis

GeneSpring v.10.1 (Agilent Technologies, Inc., CA) was used to perform two-dimensional hierarchal clustering using Pearson correlation algorithm (Figure 1).

**Figure 1:**
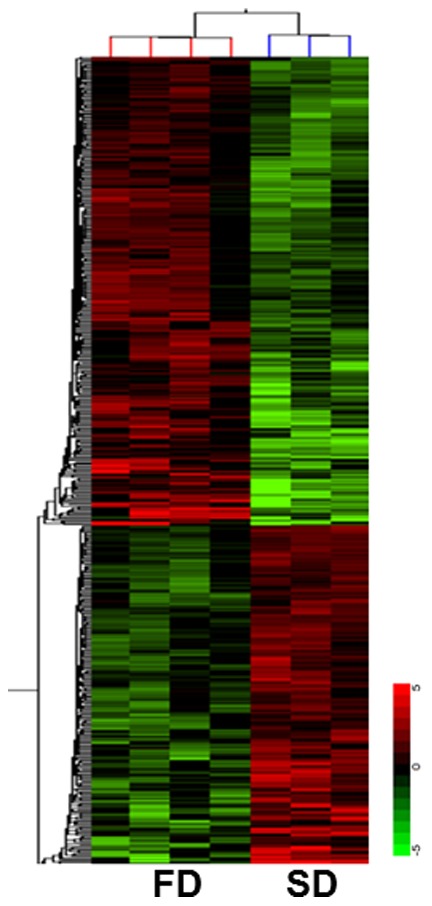
Cluster view (heatmap) of 1,142 genes differentially expressed between the mice fed with fish oil enriched diet (FD) vs. standard lab diet (SD). These genes are identified using a cut-off of ±1.5 fold changes between the mice with FD vs. SD, with FDR<0.05, and clustered using Pearson correlation algorithm. The color scale of the fold change (log_1.5_ (FD-/SD-fed mice) is noted at the bottom right of the figure. The first three columns from left represent the genomic expressions of 4 animals fed on FD and subsequent three columns of 3 animals fed on SD.

For the gene ontological classification and enrichment analysis, FATIGO^+^ [49], MSigDB-Parametric Geneset Enrichment analysis (http://www.broadinstitute.org/gsea/msigdb/index.jsp) and GeneCite [50] were used. Ingenuity Pathway Analysis (IPA; www.ingenuity.com) was used to mine the pathways and networks relevant to the present study.

### 2.7 Real-time PCR validation of microarray results

The mRNA microarray results were validated using two platforms. The high throughput real-time PCR was carried out using the RT^2^ Profiler PCR Array System (SABiosciences, MD) on the ABI 7900HT platform (Life Technologies, CA). The PCR was carried out using three biological replicates for each diet. SDS 2.4 software supplied by ABI, CA, was used to compute the changes of threshold cycles (Ct) (*i.e.*, 2 ∧ (−Δ Ct), where Δ Ct = Ct (GOI)−mean (Ct (HKG)); GOI denotes the gene of interest, and HKG denotes the housekeeping gene. In order to eliminate the false positives, the mRNA reads were screened based on two criteria: (i) the controls' threshold cycles were >30, and samples' threshold cycles were <30 (or vice versa), and (ii) the *p*-values for the fold-changes were either unavailable or relatively high (*p*>0.05) from the assay backgrounds.

In addition, qPCR of five genes (*NOS1*, *FKBP5*, *MMP9*, *SOD1* and *BDNF*) was carried out using primers purchased from Fisher Scientific, Inc, PA using their Solaris gene expression assay (Table S1). The selection of these genes is justified in a brief literature survey (Table 2). Real-time PCR was performed in the HT700 platform (Applied BioSystems, CA) using five technical replicates. The downstream analysis was conducted using the GAPDH (glyceraldehyde-3-phosphate dehydrogenase) and beta-actin housekeeping genes following the protocol described elsewhere [47].

**Table 2:** A brief literature survey of clinical studies associated with the panel of genes validated by qPCR.

Gene Name	Trauma	Cohort	Major findings	Reference
NOS-1	Depression	Snap-frozen and paraffin-embedded tissue of anterior cingulate cortex from Caucasian subjects; major depressive disorder, *N* = 5; bipolar disorder, *N* = 7; and control *N* = 12	Diminished NOS1 in anterior cingulate cortex with depression, possibly by affecting glutamatergic and GABAergic neurotransmission	[120]
	AD	European subjects; AD (baseline, *N* = 19; 30 months follow-up, *N* = 95; 60 months follow-up, *N* = 106) and controls (baseline, *N* = 555; 30 months follow-up, *N* = 360; 60 months follow-up, *N* = 285)	Decreased NOS1 expression in concert with degeneration of NOS-I neurons likely results in impaired hippocampal nitrinergic neurotransmission.	[121]
	Schizophrenia	Japanese patient; Postmortem brain samples of 12 schizophrenic patients, *N* = 12; and control, *N* = 15	Decreased NOS-1 is associated with schizophrenia patients; with stronger correlation for female patient	[122]
	Schizophrenia/Bi-polar disorder	Post mortem brain samples from schizophrenic patients *N* = 26; bipolar patients *N* = 30; and controls, *N* = 29	Over-expression of specific NOS1 isoforms among the schizophrenia patients, but not among bipolar patients	[123]
MMP9	Traumatic brain injury (TBI)	TBI patient, *N* = 7; and control, *N* = 4; all male	Increased levels of MMP-9/-3 in the ventricular CSF of patients with severe TBI.	[124]
	Bipolar depression	Patients with bipolar disorder (*N* = 54); and controls (*N* = 29)	Increased serum MMP-9 during depression in young patients	[125]
	AD	AD patients (*N* = 38); and controls (*N* = 34)	Higher MMP-9/TIMP-1 ratios and lower TIMP-1 levels compared to cognitively healthy individuals.	[126]
	AD/PD	AD patients (*N* = 30); PD patients (*N* = 24); and controls (*N* = 32)	Elevated MMP-9 in the plasma of AD patients; but no significant changes of MMP-9 levels in PD cohorts.	[127]
	Schizophrenia	Schizophrenic patients (*N* = 442); and controls (*N* = 558)	Significant preponderance of −1562 C:T polymorphism in patients	[128]
SOD-1	AD	Post-mortem brain samples from AD patient, *N* = 4; and patients diagnosed with Huntington's Disease, *N* = 4	Decreased SOD-1 in AD patients' hippocampus	[129]
	Down syndrome (DS) and AD	Post-mortem brain samples; DS, *N* = 9, AD, *N* = 9; and controls, *N* = 9	Increased SOD-1 in DS temporal, parietal, and occipital cortex, whereas decreased SOD-1 in the AD temporal cortex	[130]
BDNF	PTSD	All women cohort, diagnosed with PTSD, *N* = 17; with PTSD+ childhood physical neglect, *N* = 17; controls, *N* = 15	Lower plasma BDNF in association with PTSD, and more strongly linked with childhood neglect driven PTSD	[131]
	PTSD	Patients with history of trauma, *N* = 34; and controls, *N* = 34	Higher level of serum BDNF levels right after the traumatic events decreasing over time	[84]
	Bipolar disorder	UK Caucasian subjects, BD, *N* = 962; and control, *N* = 2100	No overall influence from the Val66Met polymorphism of BDNF, with a moderate association with the susceptibility to the rapid-cycling subset of the disorder.	[132]
	Major depression	Korean subjects, major depression, *N* = 310 and controls, *N* = 209	Significant association of BDNF with the disease onset among the younger subgroup only	[133]
	PD	PD patients, *N* = 453 and controls, *N* = 291	Increased PD risk in association with the pesticide exposure	[134]
	AD	AD patients with rapid cognitive decline, *N* = 12; and slow cognitive decline, *N* = 28	Decreased BDNF serum levels in AD patients with fast cognitive decline	[135]
FKBP5	PTSD	Nonpsychiatric clinic patients with significant levels of childhood abuse and non–child abuse trauma, N = 900	High interaction between four SNPs of the FKBP5 gene (rs9296158, rs3800373, rs1360780, and rs9470080) with severity of child abuse as a predictor of adult PTSD	[136]
	PTSD	Subjects linkage and association studies of the genetics of cocaine, opioid, and alcohol dependence, and controls; N = 1146 European Americans (EAs) and 1284 African Americans (AAs)	*AA subjects:* Significant association between one SNP (rs9470080) with childhood abuse eliciting PTSD. *EA subjects:* Significant association of PTSD risk with alcohol dependence and childhood adverse experiences interacting with FKBP5 polymorphisms	[137]
	Anxiety/depression	Patients, newly diagnosed with advanced gastric cancer and supposed to receive first-line chemotherapy, *N* = 130; and control similar patients after two cycles of chemotherapy, *N* = 93	Significant association of anxiety with FKBP5 rs9296158, and marginal association with rs9470080 and rs1360780. Marginal association of depression with FKBP5 rs9470080 and rs9296158	[138]
	Major depression	Patients diagnosed with major depression, *N* = 68; and controls, *N* = 87	Significant interaction between disease status and FKBP5 risk allele carrier status (minor allele T).	[139]

Past clinical reports (demography of the cohorts and major findings) associated with five genes (*NOS-1*, *MMP-9*, *SOD-1*, *BDNF* and *FKBP5*) are reported.

## Results

The diet compositions listed in Table 1 revealed relatively comparable supplements of major nutrients and consumable calories derived from FD and SD. The major differences between the two diet types were attributed to the n-3 PUFA and n-6 PUFA supplements (Table 1).

The mice weighing 10–12 grams at the age of three weeks had a 61.2% increase in body weight as a result of consuming SD for five months; thus the average weight became 30.96 grams (% CV = 6.12). During the same five month period, FD-fed mice showed 67.2% increase in body weight; the average weight became 36.6 grams (% CV = 13.17). It was a near significant difference in the change of body weights between the FD- vs. SD-fed mice, with the FD-fed group gaining 18% more in body mass (*p* = 0.06).

Transcriptomic analysis identified 1,142 genes altered between the mice fed on FD vs. SD (6.6% of total genes). The GOI demonstrated ±1.5 fold changes with FDR<0.05. Figure 1 is a cluster view of these GOI generated using the Pearson correlation algorithm; 659 (58% of GOI) and 483 (42% of GOI) transcripts were elevated and suppressed by FD, respectively. One hundred and fifty two unknown genes with the remaining 990 known genes are documented in Table S2. Figure S1 shows a volcano plot of the same gene set. The entire list is available in the public domain: Gene Expression Omnibus (GEO) and this can be using the Platform ID: GPL7202, Series: GSE46933.

Meeting the objectives of the present study, subsequent convergent functional analysis identified the transcripts linked to the *neurogenesis, neuroviability and neurodegenerative disorders*.

### 3.1. Biofunction analysis

The 1,142 GOI enriched an ensemble of biofunctions. Table 3 reports the top-ranked biofunctions (*p*<0.0001) that are enriched by at least 50 genes. The complete list of biofunctions is shown in the Table S3. We identified four biofunctions pertinent to the present objective: “Neurological disease”, “Nervous system development and function”, “Inflammatory response” and “Cell death”, and these were further classified into subcategories enriched by at least 30 genes. Of note, we found certain enriched pathways, such as “LPS/IL-1 Mediated Inhibition of RXR Function”, “Amyotrophic Lateral Sclerosis Signaling” and “Hepatic Fibrosis/Hepatic Stellate Cell Activation”; however, we failed to derive biologically meaningful information from these pathways. Therefore, we focused on exploring the four biofunctional modules identified herein. Together, these four biofunctions enlisted 247 genes (153 up- and 94 down-regulated by FD). The majority of the genes (99 genes, i.e. 40% of the 247 genes) encode the proteins that are located in the plasma membrane. Curating from the Allen Brain Atlas (mouse.brain-map.org) we linked the 20% of these 247 genes to possible brain regions (Table S4).

**Table 3:** Significant biofunctions (p<0.0001) enriched by more than 50 candidates from the 1,142 genes of interest (GOI).

Biofunction Categories	p-values	Number of Molecules
Genetic Disorder	1.09E-3 to 4.24E-6	432
Neurological Disease	1.01E-3 to 5.69E-5	260
Movement disorder	8.13E-04	93
Neuropathy	2.43E-03	88
Motor neuron disease	1.58E-03	86
Progressive motor neuropathy	1.98E-03	85
Encephalopathy	1.79E-03	85
Neurodegenerative disorder	4.50E-04	76
Alzheimer's disease	1.11E-03	70
Parkinson's disease	1.26E-03	50
Spinal cord disorder	1.89E-04	30
Gastrointestinal Disease	1.61E-3 to 1.37E-4	232
Metabolic Disease	1.73E-3 to 2.27E-6	211
Tissue Development	1.04E-3 to 1.79E-7	202
Immunological Disease	1.07E-3 to 9.63E-5	193
Cellular Growth and Proliferation	1.61E-3 to 5.90E-5	184
Cardiovascular Disease	1.03E-3 to 8.17E-6	180
Endocrine System Disorders	1.73E-3 to 4.57E-5	180
Cellular Development	1.06E-3 to 3.03E-7	179
Cell-To-Cell Signaling and Interaction	1.04E-3 to 1.46E-11	176
Molecular Transport	1.01E-3 to 3.48E-6	169
Hematological Disease	1.03E-3 to 1.18E-5	165
Nervous System Development and Function	1.04E-3 to 7.83E-7	150
Neurogenesis	5.91E-06	73
Neurological process of cells	1.01E-07	51
Neurological process of neurons	7.83E-07	42
Neurotransmission	2.41E-07	37
Synaptic transmission	4.98E-07	35
Development of brain	2.42E-04	33
Neurotransmission of nervous tissue	2.54E-06	30
Organismal Development	1.73E-3 to 2.23E-5	149
Cellular Movement	1.61E-3 to 7.36E-4	123
Embryonic Development	1.54E-3 to 2.23E-5	118
Hematological System Development and Function	1.04E-3 to 6.18E-6	112
Inflammatory Disease	1.60E-3 to 2.06E-5	111
Tissue Morphology	1.44E-3 to 3.96E-5	109
Inflammatory Response	3.03E-3 to 6.18E-6	108
Immune response	1.14E-04	102
Activation of leukocytes	7.25E-05	50
Activation of mononuclear leukocytes	4.61E-05	39
Activation of lymphocytes	1.49E-04	36
Activation of T lymphocytes	7.59E-05	30
Small Molecule Biochemistry	1.10E-3 to 2.10E-4	107
Organ Development	2.19E-3 to 2.23E-5	101
Dermatological Diseases and Conditions	1.73E-3 to 9.63E-5	98
Cell Signaling	1.01E-3 to 3.48E-6	97
Cell Death	1.25E-3 to 1.79E-7	89
Apoptosis	3.03E03 to 8.95E-4	43
Killing	7.62E-4 to 3.03E-7	23
Cytotoxicity	3.03E-3 to 7.98E-5	23
Immune Cell Trafficking	1.04E-3 to 6.18E-6	80
Developmental Disorder	1.72E-3 to 2.66E-3	79
Vitamin and Mineral Metabolism	1.01E-3 to 4.04E-6	75
Lipid Metabolism	1.06E-3 to 2.24E-4	75
Behavior	1.17E-3 to 3.19E-5	74
Skeletal and Muscular Disorders	1.26E-3 to 5.10E-4	67
Organismal Injury and Abnormalities	1.73E-3 to 1.89E-8	65
Connective Tissue Development and Function	1.27E-3 to 3.76E-5	55
Cardiovascular System Development and Function	1.73E-3 to 6.54E-5	55
Skeletal and Muscular System Development and Function	1.58E-3 to 3.76E-5	52

Subcategories enriched by >30 genes associated with the “neurological diseases”, “nervous development and functions”, “inflammatory response” and “cell death” are elaborated.

#### 3.1.i. Neurological diseases

Two hundred and sixty genes (22.7% of GOI) were associated with the “neurological diseases” with a range of *p* values from 1.01×10^−3^ to 5.96×10^−5^ (Table 3). In particular, we focused on three diseases: (i) movement disorder (MvD) (93 genes, *p* = 8.13×10^−4^) (Figure 2A, Tables 3 and 4), (ii) AD (70 genes, *p* = 1.11×10^−3^) (Figure 2B, Tables 3 and 4) and (iii) PD (50 genes, *p* = 1.26×10^−3^) (Figure 2B, Tables 3 and 4). The movement disorder was the most enriched candidate on the list. We also selected AD and PD for further discussion in light of the suggested implications of n-3 PUFAs on these particular illnesses [9], [10], [12], [51]. Together, these three diseases explained approximately 34% of the transcripts linked to “neurological diseases”, with 16 common genes among three disease types of interest. In addition, 3 transcripts were shared by MvD and AD, and 14 transcripts by MvD and PD.

**Figure 2:**
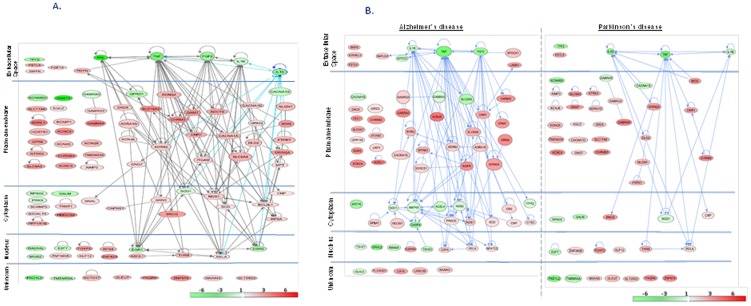
Regulatory networks showing the clusters of differentially regulated genes involved in “neurological diseases”. The nodes represent the genes and the solid lines depict the interactions between two molecules. Red- and green-colored genes show significantly increased and decreased expression (log_1.5_ (FD-/SD-fed mice) in the FD-fed mice compared to the SD-fed mice (a color scale is at the bottom right corner). The genes are clustered based on their proteins' cellular locations in the nucleus, cytoplasm, plasma membrane and extracellular space. The genes without the location information are grouped under ‘unknown’. *Figure 2A* depicts “movement disorder”, the most enriched disease enlisting 70 genes with *p* = 8.13×10^−4^. *Figure 2B* depicts two additional diseases frequently linked with n-3 PUFA diets. Alzheimer's disease (left panel) and Parkinson's disease (right panel) enlist 70 and 50 genes with *p* values of 1.11×10^−3^ and 1.26×10^−3^, respectively.

**Table 4:** The genomic candidates associated with three top-ranked neurological diseases: movement disorder (MvD), Alzheimer's disease (AD) and Parkinson's disease (PD).

Entrez ID	Gene Symbol	Log Ratio	Neurological Disease
16521	KCNJ5	1.45	AD
20660	SORL1	1.32	AD, MvD
14397	GABRA4	1.27	AD, MvD, PD
15360	HMGCS2	1.24	MvD
20508	SLC18A3	1.20	MvD
108068	GRM2	1.18	AD
99738	KCNC4	1.17	AD, MvD, PD
18053	NGFR	1.15	AD
76829	DOK5	1.13	AD
214779	ZNF879	1.12	MvD, PD
12671	CHRM3	1.11	AD, MvD, PD
108043	CHRNB3	1.11	AD, MvD, PD
12661	CHL1	1.10	AD
108073	GRM7	1.05	AD, MvD, PD
94187	ZNF423	1.05	MvD
20618	SNCG	1.03	MvD, PD
68957	PAQR6	1.02	MvD, PD
17441	MOG	1.01	MvD, PD
140741	GPR6	1.01	MvD
110893	SLC8A3	0.98	MvD, PD
14811	GRIN2A	0.98	AD, MvD, PD
16504	KCNC3	0.97	MvD
16772	LAMA1	0.96	AD
114142	FOXP2	0.96	MvD, PD
72605	CA10	0.94	AD
224129	ADCY5	0.92	MvD
12801	CNR1	0.88	AD, MvD, PD
26380	ESRRB	0.86	AD
71137	RFX4	0.85	MvD
63993	SLC5A7	0.84	AD
213262	FSTL5	0.83	AD, MvD, PD
140919	SLC17A6	0.83	MvD, PD
18213	NTRK3	0.80	AD, MvD, PD
15567	SLC6A4	0.80	AD, MvD
16536	KCNQ2	0.78	MvD
19049	PPP1R1B	0.78	MvD
12161	BMP6	0.75	AD
407831	TMEM204	0.74	MvD, PD
19281	PTPRT	0.73	AD, MvD, PD
20191	RYR2	0.73	AD
21834	THRB	0.71	MvD, PD
226922	KCNQ5	0.69	MvD, PD
218763	LRRC3B	0.69	AD
192167	NLGN1	0.68	MvD, PD
230777	HCRTR1	0.67	MvD
18610	PDYN	0.67	MvD
239133	DLEU7	0.66	MvD, PD
12286	CACNA1A	0.66	MvD
23859	DLG2	0.64	MvD, PD
17172	ASCL1	0.64	MvD
213783	PLEKHG1	0.64	AD
72844	KCTD17	0.62	MvD
70357	KCNIP1	0.62	MvD
20745	SPOCK1	0.60	AD
13492	DRD5	0.59	AD, MvD, PD
67703	KIRREL3	0.59	AD
16493	KCNA5	0.59	MvD
14169	FGF14	0.56	MvD
269132	GLT25D2	0.56	MvD, PD
11550	ADRA1D	0.54	AD, MvD, PD
18125	NOS1	0.54	AD, MvD, PD
21955	TNNT1	0.53	MvD
12950	HAPLN1	0.53	AD
12289	CACNA1D	0.52	AD, MvD, PD
16785	RPSA	0.52	MvD
319924	APBA1	0.51	AD
269513	NKAIN3	0.50	AD, MvD, PD
16409	ITGAM	0.49	MvD
94253	HECW1	0.49	AD
12265	CIITA	0.49	AD
11555	ADRB2	0.47	AD, MvD
14407	GABRG3	0.46	AD, MvD, PD
14407	GABRG3	0.46	MvD
58178	SORCS1	0.45	AD
12411	CBS	0.44	AD
12336	CAPNS1	0.44	MvD
12048	BCL2L1	0.44	MvD
435965	LRP3	0.44	AD
16597	KLF12	0.43	MvD, PD
170735	ARR3	0.43	MvD
14708	GNG7	0.43	MvD, PD
241494	ZNF385B	0.43	MvD, PD
16522	KCNJ6	0.41	MvD, PD
29856	SMTN	0.40	MvD
231872	AIMP2	0.39	MvD, PD
56807	SCAMP5	0.39	MvD
54218	B3GALT4	0.37	MvD
14680	GNAL	0.36	MvD
20249	SCD	0.35	AD, MvD
13033	CTSD	0.35	AD
19697	RELA	0.34	AD, MvD, PD
14804	GRID2	0.32	AD, MvD
18753	PRKCD	0.31	AD
12799	CNP	0.30	AD, MvD, PD
17528	MPZ	0.29	MvD
18019	NFATC2	0.27	AD
244431	SGCZ	0.25	MvD, PD
241263	GPR158	0.24	AD
20655	SOD1	−0.32	AD, MvD, PD
16439	ITPR2	−0.33	AD
110796	TSHZ1	−0.34	AD
26419	MAPK8	−0.35	AD
110886	GABRA5	−0.37	AD, MvD, PD
19108	PRKX	−0.37	MvD
239743	KLHL6	−0.39	AD
16176	IL1B	−0.44	AD, MvD, PD
20102	RPS4X	−0.45	MvD, PD
12292	CACNA1S	−0.47	AD, MvD, PD
243931	TSHZ3	−0.47	AD
11813	APOC2	−0.50	AD
17536	MEIS2	−0.50	MvD
50790	ACSL4	−0.51	AD
68272	RBM28	−0.52	AD
52679	E2F7	−0.55	MvD, PD
18386	OPRD1	−0.60	MvD
19366	RAD54L	−0.61	MvD
13653	EGR1	−0.61	MvD
319625	GALM	−0.65	MvD, PD
72519	TMEM55A	−0.67	MvD, PD
13654	EGR2	−0.69	MvD
117591	SLC2A9	−0.71	AD
435726	KCNMB3	−0.79	MvD, PD
77055	KRT76	−0.81	AD
21785	TFF2	−0.85	MvD, PD
14173	FGF2	−0.87	AD, MvD
12363	CASP4	−0.96	AD
16153	IL10	−0.97	MvD, PD
252973	GRHL2	−1.03	AD
76645	PKD1L2	−1.05	MvD, PD
21926	TNF	−1.21	AD, MvD, PD
14686	GNAT2	−1.94	MvD
19109	PRL	−2.23	MvD

The genes are identified by the Entrez ID and gene symbol. The log ratio indicates the log_1.5_ transformed of the average transcriptomic expression from FD-/SD-fed mice.

FD elevated the expression of a substantial subset of transcripts associated with MvD (76%), AD (58%) and PD (74%). Proteins associated with 45 transcripts representing 48% of MvD associated genes are located in membranes; likewise, 42% (29 transcripts) and 54% (27 transcripts) of the proteins related to AD and PD, respectively, are located in the membranes.

A comprehensive FD-induced elevation was observed among the transcripts associated with the calcium and potassium channels (*CACNA1A*, *CACNA1D*, *KCNMB3*, *KCNQ5*, *KCN1P1*, *KCNC4*, *KCNC3*, *KCNA5*, *KCNJ6*, *KCTD7* and *KCNQ2*) except one, namely *CACNA1S*. All transcriptomic members of solute carrier family (*SLC18A3*, *SLC5A7* and *SLC6A4*), and dopamine, glutamate, adrenergic and cholinergic receptors (*DRD5*, *GRID2*, *GRIN2A*, *GRM2*, *GRM7*, *ADRAID*, *ADRB2*, *CHRM3* and *CHRNB3*) were also elevated. Alternatively, FD reduced the expression of the transcripts associated with the cytokines (*IL1B*, *IL10*, *PRL* and *TNF*) and early growth response agents (*EGR1* and *EGR2*). The members of zinc finger family (*ZNF385B* and *ZNF423*) displayed over expression, but those of the teashirt zinc finger family (*TSHZ1* and *TSHZ2*) displayed suppressed expression in the FD-fed mice. Transcripts encoding the G-protein coupled receptor (*GPR6*) were elevated, but that encoding the ionotropic GABA receptors were differentially expressed. FD inhibited the transcripts associated with the domain of alpha 5 (*GABRA5*) and elevated alpha 4 (*GABRA4*), respectively. Although *GABRG3* and *GABRA5* are phenotypically juxtaposed in human chromosome, FD elevated the former and suppressed the later transcript.

#### 3.1.ii. Nervous system development and function

One hundred and fifty genes (13.13% of GOI) were associated with the “nervous system development and function” with a range of *p* values from 2.92×10^−3^ to 1.01×10^−7^ (Table 5). Neurogenesis (Ngs) was the most enriched function; 73 transcripts represented 48.6% of all the members associated with the parent function term. Further investigation of Ngs associated genes identified five of the most significantly enriched functional sub-categories, which enlisted 62 genes representing 85% of all genes associated with Ngs. These sub-families were (i) differentiation of neurons (DoN) (30 genes, *p* = 1.7×10^−31^) (Figure 3A, Table 5), (ii) growth of neurites (GoN) (29 genes, *p* = 2.3×10^−24^) (Figure 3A, Table 5), (iii) differentiation of the nervous system (DNS) (29 genes, *p* = 7.6×10^−23^) (Figure S2, Table 5), (iv) formation of plasma membrane projections (FPMP) (26 genes, *p* = 4.71×10^−19^) (Figure S2, Table 5) and (v) neuritogenesis (Ntg) (23 genes, p = 8.02×10^−18^) (Figure S2, Table 5). Among these five closely interconnected sub-families, DoN and GoN collectively enlisted the largest number of unique transcripts (50, 68.5% of the genes associated with Ngs). Therefore, we focused primarily on these two functional sub- categories (Figure 3A).

**Figure 3:**
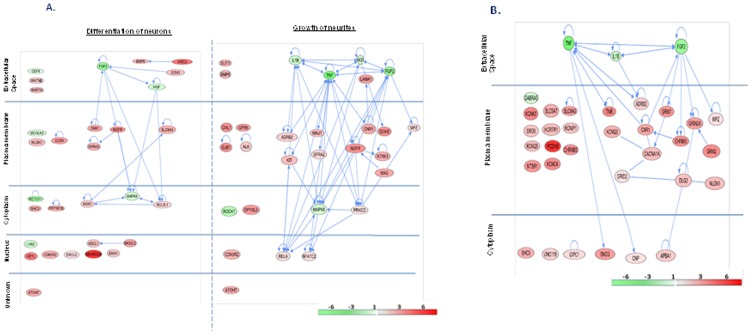
Regulatory networks showing the clusters of differentially-regulated genes involved in “nervous development and functions”. The nodes represent the genes and the solid lines depict the interactions between two molecules. Red- and green-colored genes show significantly increased and decreased expression (log_1.5_ (FD-/SD-fed mice) in the FD-fed mice compared to the SD-fed mice (a color scale is at the bottom right corner). The genes are clustered based on their proteins' cellular locations in the nucleus, cytoplasm, plasma membrane, and extracellular space. The genes without the location information are grouped under ‘unknown’. *Figure 3A* depicts the two top-ranked subcategories of “neurogenesis”. “Differentiation of neurons” (left panel) and “growth of neurites” (right panel) enlist 30 and 29 genes with *p* values of 1.7×10^−31^ and 2.3×10^−24^, respectively. *Figure 3B* depicts “synaptic transmission”, the most significant nervous function. It enlists 34 genes, *p* = 4.9×10^−7^.

**Table 5:** The genomic candidates associated with two top-ranked “nervous system development and functions”: neurogenesis (Ngs) and the synaptic transmission (SyT).

Entrez ID	Gene symbol	Log Ratio	Nervous system development and functions
11922	NEUROD6	2.22	Ngs (Ntg, FPMP, DCNS, DoN)
18530	PCDH8	2.12	SyT
211134	LZTS1	1.80	Ngs (Ntg, FPMP, DCNS)
319922	VWC2	1.43	Ngs (DCNS, DoN)
56198	HEYL	1.35	Ngs (DoN)
21960	TNR	1.24	SyT
20508	SLC18A3	1.20	Ngs (Ntg, FPMP)
108068	GRM2	1.18	SyT
14618	GJB1	1.15	Ngs (GoN, DCNS)
18053	NGFR	1.15	Ngs (Ntg, FPMP, GoN, DCNS, DoN)
76829	DOK5	1.13	Ngs (GoN)
12671	CHRM3	1.11	SyT
108043	CHRNB3	1.10	SyT
12661	CHL1	1.10	Ngs (Ntg, FPMP, DCNS, DoN)
18216	NTSR1	1.07	SyT
108073	GRM7	1.05	SyT
20618	SNCG	1.03	SyT
65254	DPYSL5	1.02	Ngs (GoN)
140741	GPR6	1.01	Ngs (GoN)
12774	CCR5	0.99	Ngs (DoN)
110893	SLC8A3	0.98	SyT
14811	GRIN2A	0.98	SyT
16772	LAMA1	0.96	Ngs (Ntg, GoN, FPMP)
18088	NKX2-2	0.93	Ngs (DCNS, DoN)
17136	MAG	0.90	Ngs (Ntg, GoN, FPMP)
12801	CNR1	0.88	SyT, Ngs (GoN, DCNS, DoN)
53404	ATOH7	0.85	Ngs (GoN, DoN)
63993	SLC5A7	0.84	SyT
20418	SHC3	0.80	SyT, Ngs (DCNS, DoN)
18213	NTRK3	0.80	Ngs (Ntg, GoN, FPMP, DoN)
15567	SLC6A4	0.80	Ngs (DCNS, DoN)
20665	SOX10	0.80	Ngs (DCNS)
19049	PPP1R1B	0.78	Ngs (DoN)
12570	CDK5R2	0.77	Ngs (GoN, DCNS, DoN)
12161	BMP6	0.75	Ngs (GoN, DoN)
20562	SLIT1	0.74	Ngs (Ntg, GoN, FPMP, DCNS)
21834	THRB	0.71	Ngs (DCNS)
22422	WNT7B	0.70	Ngs (Ntg, FPMP)
192167	NLGN1	0.68	SyT, Ngs (DoN)
230777	HCRTR1	0.67	SyT
16590	KIT	0.66	Ngs (GoN)
12286	CACNA1A	0.66	Ngs (Ntg, FPMP, DCNS, DoN)
18081	NINJ1	0.66	Ngs (GoN)
22421	WNT7A	0.65	Ngs (Ntg, FPMP, DoN)
23859	DLG2	0.64	SyT
17172	ASCL1	0.64	Ngs (Ntg, FPMP, DCNS, DoN)
13616	EDN3	0.63	Ngs (DoN)
12005	AXIN1	0.62	Ngs (FPMP)
70357	KCNIP1	0.62	SyT
13492	DRD5	0.59	SyT
13796	EMX1	0.56	Ngs (DCNS, DoN)
11682	ALK	0.54	Ngs (GoN)
18125	NOS1	0.54	Ngs (Ntg, FPMP, DoN)
319924	APBA1	0.51	SyT
22412	WNT9B	0.48	Ngs (DoN)
11555	ADRB2	0.47	SyT, Ngs (GoN, DCNS)
22248	UNC119	0.46	SyT
12048	BCL2L1	0.44	Ngs (DCNS, DoN)
14586	GFRA2	0.39	Ngs (Ntg, GoN, FPMP)
67903	GIPC1	0.37	SyT
16825	LDB1	0.37	Ngs (DCNS)
19697	RELA	0.34	Ngs (GoN)
14804	GRID2	0.32	SyT
18753	PRKCD	0.31	Ngs (GoN)
12799	CNP	0.30	SyT, Ngs (Ntg, FPMP)
17528	MPZ	0.29	SyT, Ngs (Ntg, GoN, FPMP)
13871	ERCC2	0.28	Ngs (DCNS, DoN)
18019	NFATC2	0.27	Ngs (GoN)
171166	MCOLN3	−0.22	Ngs (DoN)
241568	LRRC4C	−0.26	Ngs (Ntg, FPMP)
242316	GDF6	−0.28	Ngs (FpMP, DoN)
18126	NOS2	−0.32	Ngs (DCNS)
26419	MAPK8	−0.35	Ngs (Ntg, FPMP, GoN, DCNS, DoN)
110886	GABRA5	−0.37	SyT
15234	HGF	−0.38	Ngs (Ntg, FPMP, GoN, DCNS, DoN)
16870	LHX2	−0.39	Ngs (DCNS, DoN)
16176	IL1B	−0.44	SyT, Ngs (Ntg, FPMP, GoN, DCNS, DoN)
19877	ROCK1	−0.61	Ngs (GoN, FPMP)
13654	EGR2	−0.69	Ngs (DCNS)
216858	KCTD11	−0.73	Ngs (DoN)
14173	FGF2	−0.87	SyT, Ngs (Ntg, FPMP, GoN, DCNS, DoN)
21926	TNF	−1.21	SyT, Ngs (Ntg, GoN, FPMP, DCNS)

The neurogenesis biofunction is subsequently subcategorized into differentiation of neurons (DoN), growth of neurites (GoN), differentiation of nervous system (DNS), formation of plasma membrane projections (FPMP), and neuritogenesis (Ntg). The genes are identified by the Entrez IDs and gene symbols. The log ratio indicates the log_1.5_ transformed of the average transcriptomic expressions from FD-/SD-fed mice.

DoN and GoN shared five transcripts: *BMP6*, *CDK5R2*, *CNR1*, *NTRK3*, and *ATOH7*; all of them were elevated by FD. In addition, there were four transcripts shared by all five sub-categories; *NGFR* was elevated, and *FGF2*, *HGF* and *MAPK8* were all suppressed by FD.

Synaptic transmission (SyT) (Figure 3B, Table 5) was a highly significant sub-family of nervous system development and function (34 molecules, 23.3% of parent function; *p* = 4.9×10^−7^) sharing 10 common genes with Ngs (*CNR1*, *SHC3*, *NLGN1*, *ADRB2*, *CACNA1A*, *CNP*, and *MPZ* were elevated and *TNF*, *FGF2*, and *IL1B* were suppressed by FD).

DoN, GoN and SyT enlisted 80%, 79% and 88% elevated genes, respectively. In DoN, the proteins associated with these transcripts are almost equally distributed among the extracellular space (8 genes), plasma membrane (7 genes), cytoplasm (6 genes) and nucleus (8 genes). On the other hand, proteins encoded by 48% and 71% of the transcripts associated with GoN and SyT, respectively, are localized in the plasma membrane.

FD-elevated transcripts encoding proteins are associated with a wide ensemble of transmembrane receptors and transportation functions (*SOX10*, *CHRNB3*, *GFRA2*, *NGFR*, *APBA1*, *GJB1*, *SLC18A3*, *SLC5A7*, *SLC6A4* and *SLC8A3*) and membrane-based G-protein coupled reception (*ADBR2*, *CCR5*, *CHRM3*, *CNR1*, *DRD5*, *GPR6*, *GRM2*, *GRM7*, *HCRTR1* and *NTSR1*). FD further increased the expression of most of the genes regulating transcription, such as *ASCL1*, *EMX1*, *HEYL*, *LDB1*, *LZTS1*, *NFATC2*, *NKX2-2* and *RELA*, excluding two, *EGR2* and *LHX2*. Alternatively, FD suppressed the transcripts linked to the growth factors (*FGF2*, *HGF* and *GDF6*) and the cytokines (*IL1B* and *TNF*). The transcripts regulating the protein kinases displayed a mixed expression profile; *ALK*, *DLG2*, *KIT*, *NTRK3* and *PRKCD* were elevated, but *MAPK8* and *ROCK1* were suppressed by FD.

#### 3.1.iii. Apoptosis and immune response

Apoptosis and immune response were the two most enriched sub-categories of “cell death” and “inflammatory response” respectively, which explained 48% and 95% of the transcripts enlisted by the respective parent terms. Together, they shared 34 genes; 23 of these were suppressed (Table S5).Most of the proteins encoded by these transcripts associated with apoptosis (30%) and immune response (35%) are localized in the plasma membrane.

The pool of cytokine associated transcripts (*CSF2*, *CXCL11*, *IK*, *IL10*, *IL19*, *IL1B*, *PRL*, *TNF* and *TNFSF14*) was suppressed in FD-fed mice excluding *IL25*elevated. Likewise, a large panel of CD markers excluding *CD4* was suppressed by FD. The list included *CD2*, *CD3G*, *CD80*, *CD28* and *CD7*, which are associated with T-cells; *CD5* and *CD48* are associated with B-cells; *CD244* is associated with both NK-cells and T-cells; and *CD226* is associated with platelets as well as T-cells. Alternatively, all the transcripts associated with transportation (*GJA4*, *LBP* and *SFTPA1*) were elevated. Among the growth factors, *BMP6* and *PGF* transcripts were elevated; whereas *FGF2* and *HGF* were suppressed. All of the kinase-transcripts encoding protein localized in the plasma membrane were elevated (*ALK*, *KIT* and *NTRK3*), while the rest (*CHEK1*, *MAPK8*, *PDPK1*, *PRKX* and *ROCK1*) were suppressed by FD.

### 3.2 Validation of gene expression by the real-time PCR analysis

The elevated expressions of *DRD3*, *GABRR1*, *CCKBR* and *GABRA3* encoding proteins localized in the membrane were validated by PCR array (Figure 4). The suppressed genes validated by qPCR included *MAOA*, *GAD1*, *HPRT1*, *NPY1R*, *CHRNA1*, *CHRNB1*, *GABRD* and *GABRG2*. The assay could not confirm the expressions of *CHRNB2*, *CHRNE*, *GABRP* and *GABRB2*.

**Figure 4:**
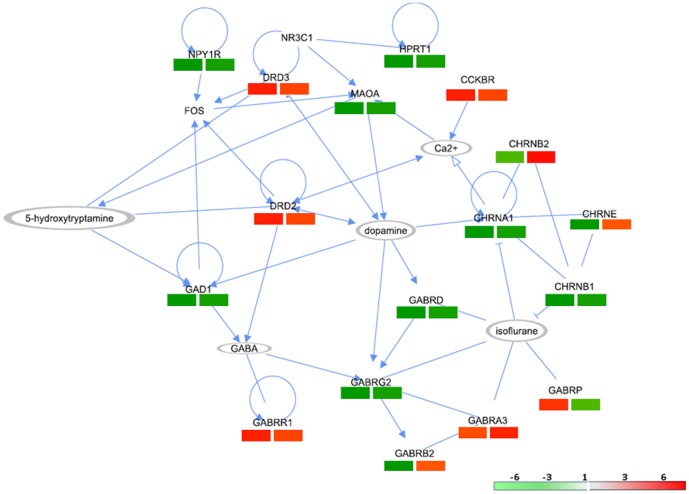
Regulatory networks showing clusters of differentially-regulated genes predicted by mRNA microarray and validated by 96-well qPCR assay. The nodes represent the genes and the solid lines depict the interactions between two molecules. Red- and green-colored panels show significantly increased and decreased expression in the FD-fed mice compared to the SD-fed mice (log_1.5_ (FD-/SD-fed mice). The right and left panels represent the mRNA microarray and qPCR output, respectively. The molecules without color are not mined by the present analysis; they are used to build the networks. These molecules constitute the major hubs of this network, but are not identified in the data shown here.

By using the low throughput qPCR assay (Figure 5), we confirmed that *FKBP5* and *NOS-1* were elevated by FD while *BDNF*, *MMP9* and *SOD1* were suppressed.

**Figure 5:**
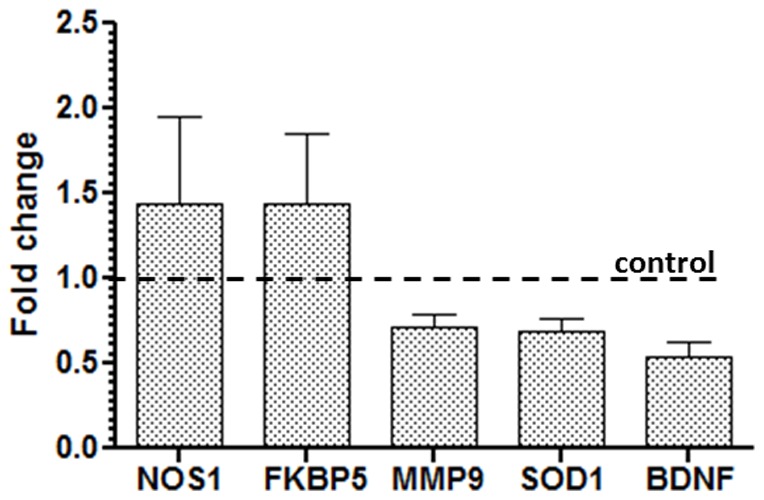
Genomic regulation of five genes associated with physiological stress (*NOS1*, *FKBP5*, *MMP9*, *SOD1* and *BDNF*) validated by real-time PCR assay. The bar graph shows the genomic fold changes (FD-fed/SD-fed mice) with ± SEM. The horizontal line represents the control line depicting the fold change due to FD consumption.

Altogether, the qPCR assay validated 76% of the genomic expressions tested herein.

## Discussion

A multitude of *in vitro* results suggests potential benefits of n-3 PUFA enriched diets typically supplemented by fish oil, but translating the knowledge to a viable therapeutic model remains challenging [10], [12], [13], [52]–[54]. There is a necessity for a more systematic comprehension of the etiologic relationships between the fish oil and their reported effects on various illnesses.

In light of the several studies evaluating the range of the compositions of n-3/n-6 PUFA [21]–[25], [55], [56], our study focused on investigating one particular dietary supplement, namely the fish oil enriched with high n-3 PUFAs, EPA and DHA in particular. This high fat composition with a consequence of increased body mass is certainly a concern [57] that should be addressed by a more comprehensive investigation in the future. Furthermore, we investigated the effects on the hemibrains only; dietary effects on various brain sub-regions were not assessed as reported by others [40]. Present study also did not attempt to quantify the shift of fatty acid levels in the brain as a result of consuming a high fat diet that investigated in past [58]. The genomic profiling of the hemibarns could be further biased by the collection of the small midline structures such as thalamic and hypothalamic nuclei.

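Whether the hemibrains differed in thalamic or hypothalamic tissue can be looked at on the 10 arrays through lists of marker genes, which were written down before the data were examined. Each gene was represented by its brightest probe, and the median log2 Cy-5/Cy-3 over a list was taken per array. The 9 thalamic genes were Adarb1, Lef1, Plekhg1, Prkcd, Ramp3, Rora, Slc17a6, Tcf7l2 and Tnnt1, all of them well above background in Cy-5 on every array. Their list median lay between 0.49 (C10-415) and 0.93 (C10-417), a range of 0.44. Of 10000 random gene lists of the same size and brightness, 23.4% had a smaller range. The 9 hypothalamic genes were Agrp, Avp, Gal, Ghrh, Hcrt, Hdc, Oxt, Pmch and Trh, of which Agrp was well above background in Cy-5 on 8 arrays and the others on every array. Their list median lay between 2.61 (C10-437) and 3.40 (C10-434), a range of 0.79, and 64.3% of the random lists had a smaller range. These ranges say little about tissue, since the list median was the value of Rora or Tcf7l2 on every array for the thalamic list, and of Hdc or Trh for the hypothalamic list. In simulated data, a fall of 1.0 on the log2 scale in 7 of the 9 genes on 1 array put this range among the widest 2.5% of random lists in 39.8% of 1000 simulations for the thalamic and in 47.9% for the hypothalamic list. The mean pairwise correlation across arrays was 0.25 for the hypothalamic and 0.20 for the thalamic genes, larger than in 98.3% and 95.3% of 1000 random lists. In a second measure, chosen after these values were seen, each gene's median over the arrays was subtracted before the list median was taken. It found the same simulated falls in 97.1% and 91.8%, against 6.0% and 0.2% without a fall. The simulations put each gene's values in random order over the arrays, so these rates leave out shifts that the genes of a list share. By the second measure the thalamic list lay between -0.82 (C10-437) and 0.15 (C10-417), and its range of 0.97 was larger than those of all 10000 random lists. Without C10-437 the range was 0.43, larger than in 79.5% of random lists. The hypothalamic list lay between -0.18 (C10-424) and 0.48 (C10-415), a range of 0.66 that was larger than in 93.6% of random lists. Of the single genes, Slc17a6 ranged from 4.45 to 6.41 and Oxt from 3.42 to 3.86. Plekhg1 (4.23 to 6.92) and Pmch (7.44 to 9.42) were well above background in Cy-3 on 3 and 6 arrays, so their ratios are less certain. With normexp background correction, whose fitted background lay far below 0 on C10-413, the range of the hypothalamic list from gene levels was 2.13 and that of the thalamic list 0.68. The thalamic range of the second measure was 0.93 with the deposited log ratio and in the deposited table and 0.94 with median centring, each larger than in 99.98% of random lists. Under normexp it was 0.93, larger than in 95.1%, but the lowest array was then C10-413. After background subtraction with a floor, also chosen afterwards, it was 0.44, larger than in 84.8%, with C10-434 lowest. The hypothalamic range of the second measure was larger than in 82.8% of random lists with median centring and 87.2% with the deposited log ratio. It was larger than in 94.7% with the floor and 99.5% under normexp, where C10-413 was lowest. The arrays' diet is not known, so these ranges hold any effect of diet together with differences in dissection, slide and labeling. Slc17a6 lay between 5.65 and 6.41 on the first slide of 4 arrays and between 4.45 and 5.13 on the second. The values of Oxt overlapped between these slides. From the collection of such small structures, the paper proposes that the profiles of the hemibrains could have been biased.

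**Figure D2:**
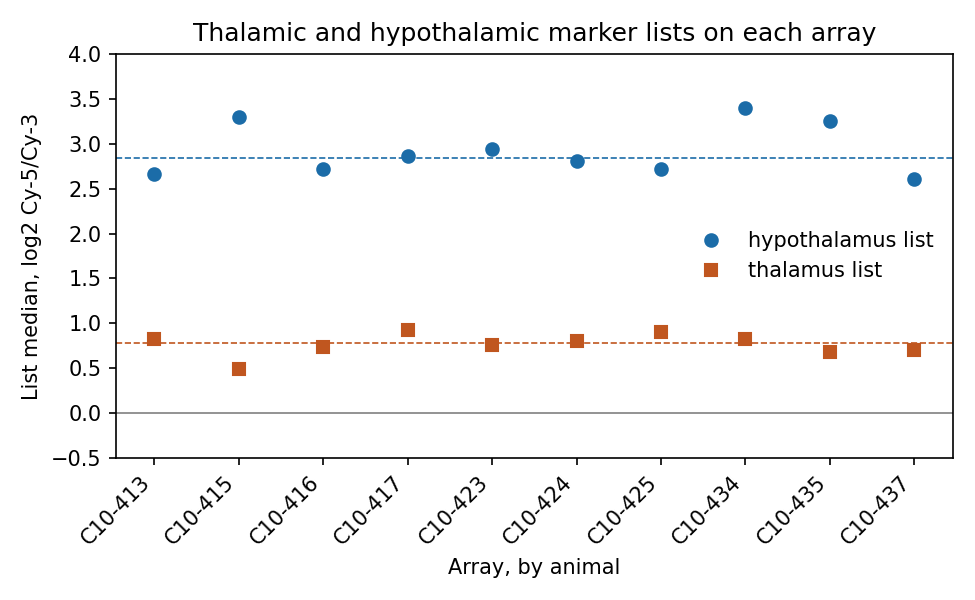
Median log2 Cy-5/Cy-3 over the 9 hypothalamic genes (circles) and the 9 thalamic genes (squares) on each array, with each list's median over the arrays as a dashed line. The hypothalamic medians sit between 2.61 and 3.40 and the thalamic medians between 0.49 and 0.93.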

It is important to note that the present study solicited the molecular impacts of the fish oil, not the consequences of n-3 PUFA. The study was designed to critically comprehend the performances of the fish oil including its benefits and adverse effects. Therefore FD delivered more fish oil derived fatty acids (high n-3 PUFA; but sub-optimal n-6 PUFA) than the controls following many such precedents [42], [59]–[63]. SD with nearly equivalent caloric contribution had unadjusted fat supplements like many other studies [42], [59]–[63]. Adjusting the fatty acid presentation in the diet potentially derived from other sources, such as soybeans might alter the molecular makeups of the rodents risking confounding the outcome.

The FD contained 5.2% of n-3 PUFA and 0.65% of n-6 PUFA, presenting a ratio of 8∶1 of n-3 PUFA: n-6 PUFA; the SD contained 0.2% and 1.22% of n-3 and n-6 PUFA, respectively, with a ratio of 1∶6. By mass, FD consisted of 16% fish oil, and the total fat composition in FD was 1.5 fold higher than SD. FD contained twenty times more n-3 PUFA and 50% less n-6 PUFA as present in SD. Furthermore, FD contained a 1.5∶1 ratio of the EPA: DHA and a 7∶1 ratio of EPA: AA, which was in agreement with the literature showing health benefits [23]–[26], [56], [64]. By weight, other major diet components including protein, carbohydrate, vitamins and minerals were similar in FD and SD, and the gross energy levels were also equivalent (Table 1).

FD and SD were introduced to randomly chosen mouse groups at three weeks of age. The animals consumed their respective diets for another five months, which is equivalent to their late adolescence. Subsequently, the mice were euthanized to collect the brain samples for transcriptomic analysis.

The two mouse populations gained body weight differently. FD mice gained 18% more weight with a marginal significance (*p* = 0.06) in accordance with a previous study [65]. This could possibly be a negative effect of the high lipid diet [57]; further optimization of the dietary components is required to control the weight gain and consequent health issues. It is, however, beyond the scope of the present study to discuss the potential markers associated with obesity, such as the genes associated with fatty acids (*SLC27a4*, *FADS2*, *FA2H*, and *FADS6*; all up-regulated by FD) and insulin treatment (*INSIG1* up-regulated and *IRS1*, *IGFBP2*; all down-regulated by FD) (Table S2).

### 4.1. Fish oil mediated augmentation of the brain and nervous system

The functional consequences of synaptic plasticity include the power of retention and retrieval of memory; and shifting of learning and behavioral paradigms [66], [67]. Environments combined with diets can critically modify the synaptic networks that involve formations, differentiation, repositioning, and elimination of synapse.

The NMDA receptors (NMDARs) are the critical regulators of synaptic plasticity and particularly of the long term consequences such as memory retention [43], [66], [68], [69]. Src-mediated direct phosphorylation of NMDARs initiates the presynaptic influx of Ca^+2^ [68]. FD apparently activated this presynaptic pathway by elevating the key transcriptomic members, including *nSHC* (also known as *SHC3*), *NMDAR2A* (also known as *GRIN2A*) and *CACNA1A*. Promoting the excitatory against the inhibitory synaptic transmissions [70], *CACNA1A* contributes to a number of neurological disorders [71]. . Unlike *CACNA1A*, which closely regulates the nervous system, *CACNA1S* suppressed by FD is associated with photoreception and thermoregulation [72], [73].

NMDAR-mediated influx of Ca^+2^ contributes to the long term potentiation, thereby controlling the behavioral learning, fear response and extinction [66], [69], [74]. Related observation of elevated *mGluR2* (*GRM2*) in FD-fed mice was rather counterintuitive. *mGluR2* in association with moderate Ca^+2^ influx is linked to long term depression [75]. Addressing the paradox, literatures suggest that the temporal pattern of Ca^+2^ deposits may shift the consequence from depression to potentiation, and differential buffering of intracellular Ca^+2^ may also shift the balance [68]. Although we could not rule out the possibility of FD-induced long term depression, our results described hereafter increasingly favored the possibility that FD preferentially promoted long term potentiation.

Supporting the hypothesis, FD enhanced glutamatergic activity ( elevated *DRD-2/-3/-5*; *GRM-2/-7*; and *GRI-D2/-N2a* in the FD-fed mice) driving the calcium and dopamine messengers to phosphorylate the protein phosphatase 1 regulatory subunit 1B [69]. Elevated *PPP1R1B*, also observed by administering DHA-enriched diet [40] is critically related to the emotional learning associated with long term potentiation [76]. In addition, FD elevated a group of transcriptional members associated with choline influx, such as *CHRM3*, *CHRNB3* and *SLC5A*, which typically promote long term potentiation [77]. FD induced elevation of *PDPK1* and *AKT* (alternate name: *PKB*), two integral downstream members of PI3K pathways, is likely to cause spine enlargement and stability, thus promoting long term potentiation maintenance [78].

Together, the accumulated evidence from this study increasingly linked FD to long term potentiation, as opposed to long term depression.

Emerging knowledge elucidating the complexity of BDNF activity regulation begins to dissociate BDNF from the robust synapse as suggested in past [79]–[81]. Researchers have found that the TRKB-independent pro-BDNF signaling pathway is the causative factor of compromised synapse [82], and potentially eliciting depression [83]. In comparison to the remote PTSD patients, recent PTSD patients have been diagnosed with higher levels of BDNF that likely contribute to the biased consolidation of fear memory [84]. Evidently, the memory consolidation process is exon-specific. Prolonged stress applied on the rodents significantly elevated BDNF mRNA levels in exon I (35%), IV (20%) and IX (16%), and substantially elevated mRNA of exon II (20%) [85]. In this context, our microarray data predicted suppressed exon II of BDNF (NM_007540, vendor-delivered information, Table S1) in FD-fed mice, and the qPCR assay (Figure 5) validated the outcome.

Conversion of pro-BDNF to mature BDNF is mediated by MMP-9, [86], [87], which was transcriptionally suppressed by FD. Supporting evidence reported the n-3 PUFA-induced inhibition of MMP-9 in brain cells challenged by an endotoxic assault *in vitro* [87].

Hence, we postulate that FD promotes axonal growth by steering a BDNF-independent network critically regulated by Src to activate PI3K-AKT-PKC downstream. In fact, the independent actions of Src and BDNF have been reported in the past as a response to a dietary imbalance caused by zinc deficiency [88].

### 4.2 Fish oil mediated neuroprotection

Consistent with a past study [40], here we also reported a host of elevated genes in FD-fed mice associated with the myelin accumulation and preservation, including *MOG*, *MPZ* and *MAG*. Demyelinated lesions in neuronal cells are early indicators of inflammation that lead to the rapid destruction of the myelin sheath, causing increased vulnerability of the axons [89]. In fact, selective loss of MOG was identified as a serologic marker of inflammatory brain disease [90].

Pro-inflammatory cytokines such as *TNF-a*, *IL-1B*, *IL-10* and *TNFSF1* showed decreased transcriptomic expression, while the transcription of interferon gamma antagonist (*IK*) was elevated by FD in accordance to many past studies [91]–[94]. A study conducted on healthy young human adults identified the lower levels of n-3 PUFA (or a higher n-6: n-3 ratio) in serum as the primary cause of the larger influx of IFN-γ and TNF-α [6], [95]. Of particular note, we observed elevated *RELA* in FD mice; a rather counterintuitive observation, particularly in light of the suppressed expression of related genes like *TNF*, and the relevant past studies [96]. One possible reason could be the near obesity condition of the FD-fed mice; a high fat diet allegedly increases NF-κB activities in rodents [97].

The immunological implications of fish oil were further supported by the comprehensive FD induced suppression of CD markers associated with T-cells, B-cells, NK-cells and platelets. Emerging knowledge suggests that there are inhibitory effects of n-3 PUFA on CD cells, the potential markers of depression [98].

Down-regulation of apoptotic pathways and promotion of cell survival are known implications of n-3 PUFA enriched diets. Elevated *AKT* and *BCL21A* in FD-fed mice are the established markers of cell survival [99] [100]. The suppressed genes encoding the caspase family (*Casp -1/-4/-7/-14*) may suggested the diet's potential protective roles against inflammation by regulating the caspase family members [101]–[103].

### 4.3 Potential therapeutic efficacy of FD treating neurodegenarative disorders

The motivation of testing fish oil as the dietary supplements could be derived from the ongoing clinical trial activities evaluating the agonists of GABRG-3, GABRA-4, DRD-5, and THRB (all were elevated by FD), and the antagonists of GABRA-5 (suppressed by FD) for treating depression (www.clinicaltrials.gov). On the other hand, the antagonists targeting GABRG-3, GABRG-4, DRD5, ADR -A1D/–B2, CHRM-3, and SLC6A4 (all elevated by FD) are under investigation for treating bipolar disorder and schizophrenia.

In contrast, FD-regulated transcripts could be relevant in eliciting the risk of the schizophrenia, bipolar disorder, and suicidal inclination. FD, for instance activated *ADR-A1D/-B2* and *SLC6A4*; and the activated adrenergic and serotoninergic pathways are linked to augment the suicidal psychopathology [104]. In addition, several of the GABA family members (*GABRG-3*, *GABRG-4*) and key dopamine receptors (*DRD5*) were also elevated by FD. The activities of GABA families and dopaminergic hyperactivity are positively correlated with the prevalence of bipolar disorder and schizophrenia [105] [106]. Contrastingly, dopaminergic hypoactivity has been recognized as a possible precursor of depression [107]. This observation emphasizes the fact that the efficacy of fish oil potentially depends on the disease pathophysiology.

Affective disorder is typically triggered by the decreased activities of antioxidants such as glutathione and the depletion of serological markers such as BDNF and somatostatin [108]. Our report showed FD-induced elevation of a number of transcripts related to transmembrane glutathione transfer (*Gstm -4/-6*, and *Gstt-1*) (Table S2) accompanied by *CORT* encoding cortistatin, and thereby likely activated of the somatostatin receptors. Among other neurodegenerative diseases, the reported impacts of FD on AD and PD were in accordance with a multitude of existing evidence [9], [10], [12], [31]. FD suppressed *APBA1*, a key gene encoding the amyloid beta (A4) precursor protein-binding family; thereby potentially suppressed the amyloidal toxicity, a vital precursor of AD progression [109]. Possible activation of the dopaminergic cascade, evident from the elevated receptors (*DRD-2/-3/-5*), indicated a stronger efficacy of FD in treating PD.

In addition, FD altered a collection of transcriptomic expression linked to AD and PD onset [110], [111], such as *NOS-2*, *SOD1* and caspases (*CASP-1/-4/-7*). Accumulated evidences underscore the importance of the beta-adrenergic receptors and MAPK signaling towards AD pathology [112]; members of these respective networks (*ADR-A1D/-B2* and *MAPK-8*) were altered by FD.

FD mice showed a comprehensive elevation of the transcripts associated with voltage-gated potassium channels (*KCNMB3*, *KCNQ5*, *KCN1P1*, *KCNC4*, *KCNC3*, *KCNA5*, *KCNJ6*, *KCTD7* and *KCNQ2*) and cholinergic modulation (*CHRM3 and CHRNB3*), which are associated with memory consolidation and stress management [113]–[115]. Among another psychological illnesses, FD showed positive implications in PTSD, regulating some of the potential therapeutic markers like *BDNF*, *FKBP5* and *SLC6A4* [116] (Table 2). In addition, Table 2 shows a list of psychological debilities associated with a panel of transcripts investigated by qPCR.

## Conclusions

The biomechanisms exhibited by the fish oil that facilitate neurotrophic regulation are still elusive. The knowledge gap limits our predictive aptitude in realistically estimating the efficacy of this dietary supplement. To address this challenge, we customized a diet enriched of 16% fish oil by weight, the optimum fraction of oil added to the rodent food without altering its texture from the standard lab diet. Two randomly chosen groups of C57BL/6J mice consumed one of the two diets from weaning age until their young adulthood. We sacrificed five month old mice and investigated their hemibrains using a genome-wide transcriptomic platform.

Functional analyses of the transcriptomic data focused on the areas of the *neurogenesis, neuroviability and neurodegenerative disorders.* The GOI were clustered into four most significant functions: “Neurological disease”, “Nervous system development and function”, “Immune response” and “Apoptosis”. Together these functions encompassed 247 transcripts (∼20%) identified from 1,142 genes displaying the most differential expression between the FD- and SD-fed mice. Approximately 40% of the proteins associated with these genes are located in the plasma membrane, suggesting a biased impact of the fish oil on the membrane-associated activities. Leveraging from the mouse brain atlas (mouse.brain-map.org) we found several of these genes found enriching the brain regions (Table S4) such as olfactory bulb, cerebellar cortex, thalamus and amygdala typically associated with the motor activities, information relay and neuropsychology.

In FD-fed mice, a Src-mediated calcium-controlled network was suggested to reinforce synapse that possibly operated in a BDNF-MMP-9 independent pathway. FD suppressed the transcription of BDNF exons II, which is known to express in response to stress [85]. Activated PI3K-AKT-PKC cascades operated in concert. We further acknowledged a risk of spurring depression through FD-mediated activation of mGluR2/Ca^+2^ [75]. However, the FD-induced long term potentiation was deemed as more plausible endpoint in cognition of the additional evidences, including the stimulation of NMDAR and downstream glutaminergic/dopaminergic/cholinergic networks [69], [77] and the elevated transcription of WNT family genes [117], *PPP1R1B* [76] and *NEUROD6* [118]. The risk of Ca^+2^ -induced biased recurrence of excitatory synaptic transmission was possibly mitigated by the FD-induced *NLGN1* that typically helps in restoring the balance between the excitatory and inhibitory synapses [119].

FD-induced attenuation of oxidative stress and reduction of amyloidal burden coupled with suppressed inflammatory and apoptosis networks affirmed the potential efficacy of fish oil in treating a range of neurodegenerative debilities such as affective, Alzheimer's and Parkinson's disorders. In contrast, the FD-stimulated neuromodulators like dopamine, choline, GABA and glutamate may diminish the efficacy of the fish oil in treating bipolar disorder, schizophrenia and suicidal inclination, which has been proposed to be triggered by the hyperactivity of the same pool of molecular messengers [105], [106]. Taken together, our results suggested a potential susceptibility of the fish oil's efficacy on the disease pathology and highlighted the need for strategic repositioning of the fish oil as a therapeutic adjuvant. Supporting our results a number of past in vitro rodent models [41] [37] [35], [36], [38], [39] reported n-3 PUFA benefits in the restoration of myelin sheath, activation of dopaminergic networks with downstream elevation of *PPP1R1B*, activation of synaptic plasticity and comprehensive attenuation of inflammasome networks.

In conclusion, fish oil could provide therapeutic benefits for a number of neurodegenerative diseases, while there is a valid concern about its therapeutic efficacy in treating certain other illnesses. The comprehensive investigation to confirm these findings are exigent and the effectiveness of this fish oil diet should be validated by introducing this diet type to specific disease models.

## Supporting Information

Figure S1 **The volcano plot of the GOI depicting the expression distribution in FD and SD fed murine hemibrains.** Here the x-axis depicts the log_2_(fold change) and y-axis depicts -log_10_(*p*-value), where p-value is calculated by FDR algorithm. The red and green dots represent the up- and down-regulated transcripts, respectively.
(TIF) Click here for additional data file.

Figure S2 **Regulatory networks showing an additional three clusters of differentially-regulated genes involved in “neurogenesis”.** The nodes represent the genes and the solid lines depict the interactions between two molecules. Red- and green-colored genes show significantly increased and decreased expression (log_1.5_ (FD-/SD-fed mice) in the FD-fed mice compared to the SD-fed mice (a color scale is at the bottom right corner). The genes are clustered based on their proteins' cellular locations in the nucleus, cytoplasm, plasma membrane, and extracellular space. Three subgroups are “differentiation of nervous system” (left panel), “formation of plasma membrane projections” (middle panel) and “neuritogenesis” (right panel). They enlist 29, 26, and 23 genes with *p* values of 7.6×10^−23^, 4.71×10^−19^ and 8.02×10^−18^, respectively.
(TIF) Click here for additional data file.

Table S1 **List of primers and probes used in qPCR assay.**
(DOCX) Click here for additional data file.

Table S2 **List of 1,142 genes of interest (GOI).** The genes are identified by the Gene Name and gene symbol. The log ratio indicates the log_1.5_ transformed of the average transcriptomic expressions from FD-/SD-fed mice.
(DOCX) Click here for additional data file.

Table S3 **Complete list of biofunction categories enriched by 1,142 genes.** For individual functional categories, corresponding range of *p* values and the number of enriching genomic members are reported.
(DOCX) Click here for additional data file.

Table S4 **The brain regions enriched by the genes mined by present study relevant to “Neurological disease”, “Nervous system development and function”, “Inflammatory response” and “Cell death”.**
(DOCX) Click here for additional data file.

Table S5 **The genomic candidates associated with apoptosis (Apop) and immune response (ImRes).** The genes are identified by the Entrez IDs and gene symbols. The log ratio indicates the log_1.5_ transformed of the average transcriptomic expressions from FD-/SD-fed mice.
(DOCX) Click here for additional data file.

## References

[1] DeckelbaumRJ, TorrejonC (2012) The omega-3 fatty acid nutritional landscape: health benefits and sources. J Nutr 142: 587S–591S.2232376310.3945/jn.111.148080PMC3278270

[2] SeoT, BlanerWS, DeckelbaumRJ (2005) Omega-3 fatty acids: molecular approaches to optimal biological outcomes. Curr Opin Lipidol 16: 11–18.1565055810.1097/00041433-200502000-00004

[3] AmmingerGP, SchaferMR, PapageorgiouK, KlierCM, CottonSM, et al (2010) Long-chain omega-3 fatty acids for indicated prevention of psychotic disorders: a randomized, placebo-controlled trial. Arch Gen Psychiatry 67: 146–154.2012411410.1001/archgenpsychiatry.2009.192

[4] Kiecolt-GlaserJK, BeluryMA, AndridgeR, MalarkeyWB, HwangBS, et al (2012) Omega-3 supplementation lowers inflammation in healthy middle-aged and older adults: a randomized controlled trial. Brain Behav Immun 26: 988–995.2264093010.1016/j.bbi.2012.05.011PMC3398219

[5] ImDS (2012) Omega-3 fatty acids in anti-inflammation (pro-resolution) and GPCRs. Prog Lipid Res 51: 232–237.2254269610.1016/j.plipres.2012.02.003

[6] Kiecolt-GlaserJK, BeluryMA, AndridgeR, MalarkeyWB, GlaserR (2011) Omega-3 supplementation lowers inflammation and anxiety in medical students: a randomized controlled trial. Brain Behav Immun 25: 1725–1734.2178414510.1016/j.bbi.2011.07.229PMC3191260

[7] HoL, van LeeuwenR, WittemanJC, van DuijnCM, UitterlindenAG, et al (2011) Reducing the genetic risk of age-related macular degeneration with dietary antioxidants, zinc, and omega-3 fatty acids: the Rotterdam study. Arch Ophthalmol 129: 758–766.2167034310.1001/archophthalmol.2011.141

[8] TuoJ, RossRJ, HerzlichAA, ShenD, DingX, et al (2009) A high omega-3 fatty acid diet reduces retinal lesions in a murine model of macular degeneration. Am J Pathol 175: 799–807.1960887210.2353/ajpath.2009.090089PMC2716974

[9] HooijmansCR, Pasker-de JongPC, de VriesRB, Ritskes-HoitingaM (2012) The effects of long-term omega-3 fatty acid supplementation on cognition and Alzheimer's pathology in animal models of Alzheimer's disease: a systematic review and meta-analysis. J Alzheimers Dis 28: 191–209.2200279110.3233/JAD-2011-111217

[10] JichaGA, MarkesberyWR (2010) Omega-3 fatty acids: potential role in the management of early Alzheimer's disease. Clin Interv Aging 5: 45–61.2039663410.2147/cia.s5231PMC2854051

[11] BousquetM, CalonF, CicchettiF (2011) Impact of omega-3 fatty acids in Parkinson's disease. Ageing Res Rev 10: 453–463.2141442210.1016/j.arr.2011.03.001

[12] da SilvaTM, MunhozRP, AlvarezC, NaliwaikoK, KissA, et al (2008) Depression in Parkinson's disease: a double-blind, randomized, placebo-controlled pilot study of omega-3 fatty-acid supplementation. J Affect Disord 111: 351–359.1848548510.1016/j.jad.2008.03.008

[13] LesperanceF, Frasure-SmithN, St-AndreE, TureckiG, LesperanceP, et al (2011) The efficacy of omega-3 supplementation for major depression: a randomized controlled trial. J Clin Psychiatry 72: 1054–1062.2058452510.4088/JCP.10m05966blu

[14] LoganAC (2004) Omega-3 fatty acids and major depression: a primer for the mental health professional. Lipids Health Dis 3: 25.1553588410.1186/1476-511X-3-25PMC533861

[15] RossBM (2009) Omega-3 polyunsaturated fatty acids and anxiety disorders. Prostaglandins Leukot Essent Fatty Acids 81: 309–312.1990651910.1016/j.plefa.2009.10.004

[16] BrennaJT, DiauGY (2007) The influence of dietary docosahexaenoic acid and arachidonic acid on central nervous system polyunsaturated fatty acid composition. Prostaglandins Leukot Essent Fatty Acids 77: 247–250.1802356610.1016/j.plefa.2007.10.016PMC2174532

[17] ColeGM, MaQL, FrautschySA (2009) Omega-3 fatty acids and dementia. Prostaglandins Leukot Essent Fatty Acids 81: 213–221.1952379510.1016/j.plefa.2009.05.015PMC4019002

[18] DuffyEM, MeenaghGK, McMillanSA, StrainJJ, HanniganBM, et al (2004) The clinical effect of dietary supplementation with omega-3 fish oils and/or copper in systemic lupus erythematosus. J Rheumatol 31: 1551–1556.15290734

[19] MatsuokaY (2011) Clearance of fear memory from the hippocampus through neurogenesis by omega-3 fatty acids: a novel preventive strategy for posttraumatic stress disorder? Biopsychosoc Med 5: 3.2130355210.1186/1751-0759-5-3PMC3045887

[20] RossBM, SeguinJ, SieswerdaLE (2007) Omega-3 fatty acids as treatments for mental illness: which disorder and which fatty acid? Lipids Health Dis 6: 21.1787781010.1186/1476-511X-6-21PMC2071911

[21] MartinsJG (2009) EPA but not DHA appears to be responsible for the efficacy of omega-3 long chain polyunsaturated fatty acid supplementation in depression: evidence from a meta-analysis of randomized controlled trials. J Am Coll Nutr 28: 525–542.2043954910.1080/07315724.2009.10719785

[22] FreemanMP, HibbelnJR, WisnerKL, BrumbachBH, WatchmanM, et al (2006) Randomized dose-ranging pilot trial of omega-3 fatty acids for postpartum depression. Acta Psychiatr Scand 113: 31–35.1639036610.1111/j.1600-0447.2005.00660.x

[23] AdamsPB, LawsonS, SanigorskiA, SinclairAJ (1996) Arachidonic acid to eicosapentaenoic acid ratio in blood correlates positively with clinical symptoms of depression. Lipids 31 Suppl: S157–161.872911210.1007/BF02637069

[24] ConklinSM, ManuckSB, YaoJK, FloryJD, HibbelnJR, et al (2007) High omega-6 and low omega-3 fatty acids are associated with depressive symptoms and neuroticism. Psychosom Med 69: 932–934.1799181810.1097/PSY.0b013e31815aaa42

[25] LucasM, MirzaeiF, O'ReillyEJ, PanA, WillettWC, et al (2011) Dietary intake of n-3 and n-6 fatty acids and the risk of clinical depression in women: a 10-y prospective follow-up study. Am J Clin Nutr 93: 1337–1343.2147127910.3945/ajcn.111.011817PMC3095504

[26] SimopoulosAP (2011) Evolutionary aspects of diet: the omega-6/omega-3 ratio and the brain. Mol Neurobiol 44: 203–215.2127955410.1007/s12035-010-8162-0

[27] BourreJM, BonneilM, DumontO, PiciottiM, CalafR, et al (1990) Effect of increasing amounts of dietary fish oil on brain and liver fatty composition. Biochim Biophys Acta 1043: 149–152.231752510.1016/0005-2760(90)90288-9

[28] BourreJM, BonneilM, DumontO, PiciottiM, NalboneG, et al (1988) High dietary fish oil alters the brain polyunsaturated fatty acid composition. Biochim Biophys Acta 960: 458–461.338268510.1016/0005-2760(88)90055-0

[29] BhatiaHS, AgrawalR, SharmaS, HuoYX, YingZ, et al (2011) Omega-3 fatty acid deficiency during brain maturation reduces neuronal and behavioral plasticity in adulthood. PLoS One 6: e28451.2216330410.1371/journal.pone.0028451PMC3233581

[30] ChungWL, ChenJJ, SuHM (2008) Fish oil supplementation of control and (n-3) fatty acid-deficient male rats enhances reference and working memory performance and increases brain regional docosahexaenoic acid levels. J Nutr 138: 1165–1171.1849285110.1093/jn/138.6.1165

[31] BousquetM, GueK, EmondV, JulienP, KangJX, et al (2011) Transgenic conversion of omega-6 into omega-3 fatty acids in a mouse model of Parkinson's disease. J Lipid Res 52: 263–271.2111596610.1194/jlr.M011692PMC3023546

[32] LimGP, CalonF, MoriharaT, YangF, TeterB, et al (2005) A diet enriched with the omega-3 fatty acid docosahexaenoic acid reduces amyloid burden in an aged Alzheimer mouse model. J Neurosci 25: 3032–3040.1578875910.1523/JNEUROSCI.4225-04.2005PMC6725084

[33] HennebelleM, BalasseL, LatourA, Champeil-PotokarG, DenisS, et al (2012) Influence of omega-3 fatty acid status on the way rats adapt to chronic restraint stress. PLoS One 7: e42142.2286006610.1371/journal.pone.0042142PMC3408452

[34] FerrazAC, DelattreAM, AlmendraRG, SonagliM, BorgesC, et al (2011) Chronic omega-3 fatty acids supplementation promotes beneficial effects on anxiety, cognitive and depressive-like behaviors in rats subjected to a restraint stress protocol. Behav Brain Res 219: 116–122.2119298510.1016/j.bbr.2010.12.028

[35] Barcelo-CoblijnG, HogyesE, KitajkaK, PuskasLG, ZvaraA, et al (2003) Modification by docosahexaenoic acid of age-induced alterations in gene expression and molecular composition of rat brain phospholipids. Proc Natl Acad Sci U S A 100: 11321–11326.1367958410.1073/pnas.1734008100PMC208755

[36] HarbebyE, JouinM, AlessandriJM, LallemandMS, LinardA, et al (2012) n-3 PUFA status affects expression of genes involved in neuroenergetics differently in the fronto-parietal cortex compared to the CA1 area of the hippocampus: effect of rest and neuronal activation in the rat. Prostaglandins Leukot Essent Fatty Acids 86: 211–220.2257906710.1016/j.plefa.2012.04.008

[37] KitajkaK, PuskasLG, ZvaraA, HacklerLJr, Barcelo-CoblijnG, et al (2002) The role of n-3 polyunsaturated fatty acids in brain: modulation of rat brain gene expression by dietary n-3 fatty acids. Proc Natl Acad Sci U S A 99: 2619–2624.1188061710.1073/pnas.042698699PMC122397

[38] KitajkaK, SinclairAJ, WeisingerRS, WeisingerHS, MathaiM, et al (2004) Effects of dietary omega-3 polyunsaturated fatty acids on brain gene expression. Proc Natl Acad Sci U S A 101: 10931–10936.1526309210.1073/pnas.0402342101PMC503722

[39] BeggDP, PuskasLG, KitajkaK, MenesiD, AllenAM, et al (2012) Hypothalamic gene expression in omega-3 PUFA-deficient male rats before, and following, development of hypertension. Hypertens Res 35: 381–387.2207210810.1038/hr.2011.194

[40] Le-NiculescuH, CaseNJ, HulvershornL, PatelSD, BowkerD, et al (2011) Convergent functional genomic studies of omega-3 fatty acids in stress reactivity, bipolar disorder and alcoholism. Transl Psychiatry 1: e4.2283239210.1038/tp.2011.1PMC3309466

[41] PuskasLG, BereczkiE, SanthaM, VighL, CsanadiG, et al (2004) Cholesterol and cholesterol plus DHA diet-induced gene expression and fatty acid changes in mouse eye and brain. Biochimie 86: 817–824.1558969110.1016/j.biochi.2004.10.004

[42] YonMA, MaugerSL, PickavanceLC (2013) Relationships between dietary macronutrients and adult neurogenesis in the regulation of energy metabolism. Br J Nutr 109: 1573–1589.2343323510.1017/S000711451200579X

[43] BalcombeJP, BarnardND, SanduskyC (2004) Laboratory routines cause animal stress. Contemp Top Lab Anim Sci 43: 42–51.15669134

[44] BourreJM, PiciottiM, DumontO, PascalG, DurandG (1990) Dietary linoleic acid and polyunsaturated fatty acids in rat brain and other organs. Minimal requirements of linoleic acid. Lipids 25: 465–472.212052910.1007/BF02538090

[45] CunnaneSC, KeelingPW, ThompsonRP, CrawfordMA (1984) Linoleic acid and arachidonic acid metabolism in human peripheral blood leucocytes: comparison with the rat. Br J Nutr 51: 209–217.642298010.1079/bjn19840025

[46] HammamiehR, ChakrabortyN, De LimaTC, MeyerhoffJ, GautamA, et al (2012) Murine model of repeated exposures to conspecific trained aggressors simulates features of post-traumatic stress disorder. Behav Brain Res 235: 55–66.2282459010.1016/j.bbr.2012.07.022

[47] HammamiehR, ChakrabortyN, MillerSA, WaddyE, BarmadaM, et al (2007) Differential effects of omega-3 and omega-6 Fatty acids on gene expression in breast cancer cells. Breast Cancer Res Treat 101: 7–16.1682350910.1007/s10549-006-9269-x

[48] BergerJA, HautaniemiS, JarvinenAK, EdgrenH, MitraSK, et al (2004) Optimized LOWESS normalization parameter selection for DNA microarray data. BMC Bioinformatics 5: 194.1558829710.1186/1471-2105-5-194PMC539276

[49] Al-ShahrourF, MinguezP, TarragaJ, MedinaI, AllozaE, et al (2007) FatiGO +: a functional profiling tool for genomic data. Integration of functional annotation, regulatory motifs and interaction data with microarray experiments. Nucleic Acids Res 35: W91–96.1747850410.1093/nar/gkm260PMC1933151

[50] HammamiehR, ChakrabortyN, WangY, LaingM, LiuZ, et al (2007) GeneCite: a stand-alone open source tool for high-throughput literature and pathway mining. OMICS 11: 143–151.1759423410.1089/omi.2007.4322

[51] ClarkWF, ParbtaniA (1994) Omega-3 fatty acid supplementation in clinical and experimental lupus nephritis. Am J Kidney Dis 23: 644–647.817220510.1016/s0272-6386(12)70273-1

[52] SubletteME, EllisSP, GeantAL, MannJJ (2011) Meta-analysis of the effects of eicosapentaenoic acid (EPA) in clinical trials in depression. J Clin Psychiatry 72: 1577–1584.2193961410.4088/JCP.10m06634PMC3534764

[53] BlochMH, HannestadJ (2012) Omega-3 fatty acids for the treatment of depression: systematic review and meta-analysis. Mol Psychiatry 17: 1272–1282.2193131910.1038/mp.2011.100PMC3625950

[54] SarrisJ, MischoulonD, SchweitzerI (2012) Omega-3 for bipolar disorder: meta-analyses of use in mania and bipolar depression. J Clin Psychiatry 73: 81–86.2190302510.4088/JCP.10r06710

[55] RossBM (2007) Omega-3 fatty acid deficiency in major depressive disorder is caused by the interaction between diet and a genetically determined abnormality in phospholipid metabolism. Med Hypotheses 68: 515–524.1704575710.1016/j.mehy.2006.07.054

[56] SimopoulosAP (2011) Importance of the omega-6/omega-3 balance in health and disease: evolutionary aspects of diet. World Rev Nutr Diet 102: 10–21.2186581510.1159/000327785

[57] von AuD, BrandleM, RuppH, JacobR (1988) Influence of a diet rich in fish oil on blood pressure, body weight and cardiac hypertrophy in spontaneously hypertensive rats. Eur J Appl Physiol Occup Physiol 58: 97–99.297441510.1007/BF00636610

[58] YuH, BiY, MaW, HeL, YuanL, et al (2010) Long-term effects of high lipid and high energy diet on serum lipid, brain fatty acid composition, and memory and learning ability in mice. Int J Dev Neurosci 28: 271–276.2001547410.1016/j.ijdevneu.2009.12.001

[59] GrantWF, GillinghamMB, BatraAK, FewkesNM, ComstockSM, et al (2011) Maternal high fat diet is associated with decreased plasma n-3 fatty acids and fetal hepatic apoptosis in nonhuman primates. PLoS One 6: e17261.2136487310.1371/journal.pone.0017261PMC3045408

[60] HeerwagenMJ, StewartMS, de la HoussayeBA, JanssenRC, FriedmanJE (2013) Transgenic increase in N-3/n-6 Fatty Acid ratio reduces maternal obesity-associated inflammation and limits adverse developmental programming in mice. PLoS One 8: e67791.2382568610.1371/journal.pone.0067791PMC3692451

[61] LeiX, ZhangW, LiuT, XiaoH, LiangW, et al (2013) Perinatal supplementation with omega-3 polyunsaturated Fatty acids improves sevoflurane-induced neurodegeneration and memory impairment in neonatal rats. PLoS One 8: e70645.2396708010.1371/journal.pone.0070645PMC3742769

[62] WakefieldSL, LaneM, SchulzSJ, HebartML, ThompsonJG, et al (2008) Maternal supply of omega-3 polyunsaturated fatty acids alter mechanisms involved in oocyte and early embryo development in the mouse. Am J Physiol Endocrinol Metab 294: E425–434.1807332210.1152/ajpendo.00409.2007

[63] WoodworthHL, McCaskeySJ, DuriancikDM, ClinthorneJF, LangohrIM, et al (2010) Dietary fish oil alters T lymphocyte cell populations and exacerbates disease in a mouse model of inflammatory colitis. Cancer Res 70: 7960–7969.2079821810.1158/0008-5472.CAN-10-1396

[64] FreemanMP (2006) Omega-3 fatty acids and perinatal depression: a review of the literature and recommendations for future research. Prostaglandins Leukot Essent Fatty Acids 75: 291–297.1693097110.1016/j.plefa.2006.07.007

[65] GuoJ, JouW, GavrilovaO, HallKD (2009) Persistent diet-induced obesity in male C57BL/6 mice resulting from temporary obesigenic diets. PLoS One 4: e5370.1940175810.1371/journal.pone.0005370PMC2670508

[66] CaroniP, DonatoF, MullerD (2012) Structural plasticity upon learning: regulation and functions. Nat Rev Neurosci 13: 478–490.2271401910.1038/nrn3258

[67] GogollaN, GalimbertiI, CaroniP (2007) Structural plasticity of axon terminals in the adult. Curr Opin Neurobiol 17: 516–524.1795059310.1016/j.conb.2007.09.002

[68] ShengM, KimMJ (2002) Postsynaptic signaling and plasticity mechanisms. Science 298: 776–780.1239957810.1126/science.1075333

[69] KotaleskiJH, BlackwellKT (2010) Modelling the molecular mechanisms of synaptic plasticity using systems biology approaches. Nat Rev Neurosci 11: 239–251.2030010210.1038/nrn2807PMC4831053

[70] CaddickSJ, WangC, FletcherCF, JenkinsNA, CopelandNG, et al (1999) Excitatory but not inhibitory synaptic transmission is reduced in lethargic (Cacnb4(lh)) and tottering (Cacna1atg) mouse thalami. J Neurophysiol 81: 2066–2074.1032204810.1152/jn.1999.81.5.2066

[71] PietrobonD (2002) Calcium channels and channelopathies of the central nervous system. Mol Neurobiol 25: 31–50.1189045610.1385/MN:25:1:031

[72] SpechtD, WuSB, TurnerP, DeardenP, KoentgenF, et al (2009) Effects of presynaptic mutations on a postsynaptic Cacna1s calcium channel colocalized with mGluR6 at mouse photoreceptor ribbon synapses. Invest Ophthalmol Vis Sci 50: 505–515.1895291910.1167/iovs.08-2758

[73] KilTH, KimJB (2010) Severe respiratory phenotype caused by a de novo Arg528Gly mutation in the CACNA1S gene in a patient with hypokalemic periodic paralysis. Eur J Paediatr Neurol 14: 278–281.1982244810.1016/j.ejpn.2009.08.004

[74] De RooM, KlauserP, GarciaPM, PogliaL, MullerD (2008) Spine dynamics and synapse remodeling during LTP and memory processes. Prog Brain Res 169: 199–207.1839447510.1016/S0079-6123(07)00011-8

[75] BurnashevN (1998) Calcium permeability of ligand-gated channels. Cell Calcium 24: 325–332.1009100210.1016/s0143-4160(98)90056-2

[76] Curcic-BlakeB, SwartM, Ter HorstGJ, LangersDR, KemaIP, et al (2012) Variation of the gene coding for DARPP-32 (PPP1R1B) and brain connectivity during associative emotional learning. Neuroimage 59: 1540–1550.2187839410.1016/j.neuroimage.2011.08.036

[77] ConnerJM, KulczyckiM, TuszynskiMH (2010) Unique contributions of distinct cholinergic projections to motor cortical plasticity and learning. Cereb Cortex 20: 2739–2748.2018162310.1093/cercor/bhq022PMC2951849

[78] VanhaesebroeckB, AlessiDR (2000) The PI3K-PDK1 connection: more than just a road to PKB. Biochem J 346 (Pt 3) 561–576.10698680PMC1220886

[79] BousquetM, GibratC, Saint-PierreM, JulienC, CalonF, et al (2009) Modulation of brain-derived neurotrophic factor as a potential neuroprotective mechanism of action of omega-3 fatty acids in a parkinsonian animal model. Prog Neuropsychopharmacol Biol Psychiatry 33: 1401–1408.1963228610.1016/j.pnpbp.2009.07.018

[80] CysneirosRM, FerrariD, AridaRM, TerraVC, de AlmeidaAC, et al (2010) Qualitative analysis of hippocampal plastic changes in rats with epilepsy supplemented with oral omega-3 fatty acids. Epilepsy Behav 17: 33–38.1996950610.1016/j.yebeh.2009.11.006

[81] KovalchukY, HanseE, KafitzKW, KonnerthA (2002) Postsynaptic Induction of BDNF-Mediated Long-Term Potentiation. Science 295: 1729–1734.1187284410.1126/science.1067766

[82] ZagrebelskyM, HolzA, DechantG, BardeYA, BonhoefferT, et al (2005) The p75 neurotrophin receptor negatively modulates dendrite complexity and spine density in hippocampal neurons. J Neurosci 25: 9989–9999.1625144710.1523/JNEUROSCI.2492-05.2005PMC6725571

[83] WooNH, TengHK, SiaoCJ, ChiaruttiniC, PangPT, et al (2005) Activation of p75NTR by proBDNF facilitates hippocampal long-term depression. Nat Neurosci 8: 1069–1077.1602510610.1038/nn1510

[84] HauckS, KapczinskiF, RoeslerR, de Moura SilveiraEJr, MagalhaesPV, et al (2010) Serum brain-derived neurotrophic factor in patients with trauma psychopathology. Prog Neuropsychopharmacol Biol Psychiatry 34: 459–462.2009724710.1016/j.pnpbp.2010.01.010

[85] TakeiS, MorinobuS, YamamotoS, FuchikamiM, MatsumotoT, et al (2011) Enhanced hippocampal BDNF/TrkB signaling in response to fear conditioning in an animal model of posttraumatic stress disorder. J Psychiatr Res 45: 460–468.2086351910.1016/j.jpsychires.2010.08.009

[86] LeeR, KermaniP, TengKK, HempsteadBL (2001) Regulation of cell survival by secreted proneurotrophins. Science 294: 1945–1948.1172932410.1126/science.1065057

[87] LiuzziGM, LatronicoT, RossanoR, ViggianiS, FasanoA, et al (2007) Inhibitory effect of polyunsaturated fatty acids on MMP-9 release from microglial cells–implications for complementary multiple sclerosis treatment. Neurochem Res 32: 2184–2193.1762461310.1007/s11064-007-9415-9

[88] XuH, GaoHL, ZhengW, XinN, ChiZH, et al (2011) Lactational zinc deficiency-induced hippocampal neuronal apoptosis by a BDNF-independent TrkB signaling pathway. Hippocampus 21: 495–501.2010160210.1002/hipo.20767

[89] KucharovaK, ChangY, BoorA, YongVW, StallcupWB (2011) Reduced inflammation accompanies diminished myelin damage and repair in the NG2 null mouse spinal cord. J Neuroinflammation 8: 158.2207826110.1186/1742-2094-8-158PMC3229456

[90] Aboul-EneinF, RauschkaH, KornekB, StadelmannC, StefferlA, et al (2003) Preferential loss of myelin-associated glycoprotein reflects hypoxia-like white matter damage in stroke and inflammatory brain diseases. J Neuropathol Exp Neurol 62: 25–33.1252881510.1093/jnen/62.1.25

[91] CaugheyGE, MantziorisE, GibsonRA, ClelandLG, JamesMJ (1996) The effect on human tumor necrosis factor alpha and interleukin 1 beta production of diets enriched in n-3 fatty acids from vegetable oil or fish oil. Am J Clin Nutr 63: 116–122.860465810.1093/ajcn/63.1.116

[92] EndresS, MeydaniSN, GhorbaniR, SchindlerR, DinarelloCA (1993) Dietary supplementation with n-3 fatty acids suppresses interleukin-2 production and mononuclear cell proliferation. J Leukoc Biol 54: 599–603.8245713

[93] ChandrasekarB, FernandesG (1994) Decreased pro-inflammatory cytokines and increased antioxidant enzyme gene expression by omega-3 lipids in murine lupus nephritis. Biochem Biophys Res Commun 200: 893–898.817962410.1006/bbrc.1994.1534

[94] GorjaoR, Azevedo-MartinsAK, RodriguesHG, AbdulkaderF, Arcisio-MirandaM, et al (2009) Comparative effects of DHA and EPA on cell function. Pharmacol Ther 122: 56–64.1931804010.1016/j.pharmthera.2009.01.004

[95] MaesM, ChristopheA, BosmansE, LinA, NeelsH (2000) In humans, serum polyunsaturated fatty acid levels predict the response of proinflammatory cytokines to psychologic stress. Biol Psychiatry 47: 910–920.1080796410.1016/s0006-3223(99)00268-1

[96] SukK, LeeH, KangSS, ChoGJ, ChoiWS (2003) Flavonoid baicalein attenuates activation-induced cell death of brain microglia. J Pharmacol Exp Ther 305: 638–645.1260659710.1124/jpet.102.047373

[97] CarlsenH, HaugenF, ZadelaarS, KleemannR, KooistraT, et al (2009) Diet-induced obesity increases NF-kappaB signaling in reporter mice. Genes Nutr 4: 215–222.1970781010.1007/s12263-009-0133-6PMC2745749

[98] RizzoAM, CorsettoPA, MontorfanoG, OpizziA, FalivaM, et al (2012) Comparison between the AA/EPA ratio in depressed and non depressed elderly females: omega-3 fatty acid supplementation correlates with improved symptoms but does not change immunological parameters. Nutr J 11: 82.2304656410.1186/1475-2891-11-82PMC3499393

[99] MatsudaY, KusanoH, TsujimotoY (1996) Chromosomal assignment of the Bcl2-related genes, Bcl2l and Bax, in the mouse and rat. Cytogenet Cell Genet 74: 107–110.889381310.1159/000134393

[100] ZhangY, ParkTS, GiddayJM (2007) Hypoxic preconditioning protects human brain endothelium from ischemic apoptosis by Akt-dependent survivin activation. Am J Physiol Heart Circ Physiol 292: H2573–2581.1733759210.1152/ajpheart.01098.2006

[101] MuhieS, HammamiehR, CummingsC, YangD, JettM (2013) Transcriptome characterization of immune suppression from battlefield-like stress. Genes Immun 14: 19–34.2309615510.1038/gene.2012.49PMC3564018

[102] AlkhalilA, HammamiehR, HardickJ, IchouMA, JettM, et al (2010) Gene expression profiling of monkeypox virus-infected cells reveals novel interfaces for host-virus interactions. Virol J 7: 173.2066710410.1186/1743-422X-7-173PMC2920256

[103] MillsJD, BailesJE, SedneyCL, HutchinsH, SearsB (2011) Omega-3 fatty acid supplementation and reduction of traumatic axonal injury in a rodent head injury model. J Neurosurg 114: 77–84.2063585210.3171/2010.5.JNS08914

[104] Mann JJ, Currier D (2012) Medication in Suicide Prevention Insights from Neurobiology of Suicidal Behavior. In: Dwivedi Y, editor. The Neurobiological Basis of Suicide. Boca Raton (FL).23035282

[105] TorreyEF, BarciBM, WebsterMJ, BartkoJJ, Meador-WoodruffJH, et al (2005) Neurochemical markers for schizophrenia, bipolar disorder, and major depression in postmortem brains. Biol Psychiatry 57: 252–260.1569152610.1016/j.biopsych.2004.10.019

[106] Marin BivensCL, GrondahlC, MurrayA, BlumeT, SuYQ, et al (2004) Meiosis-activating sterol promotes the metaphase I to metaphase II transition and preimplantation developmental competence of mouse oocytes maturing in vitro. Biol Reprod 70: 1458–1464.1473681910.1095/biolreprod.103.026351

[107] MeyerJH, KrugerS, WilsonAA, ChristensenBK, GouldingVS, et al (2001) Lower dopamine transporter binding potential in striatum during depression. Neuroreport 12: 4121–4125.1174225010.1097/00001756-200112210-00052

[108] PostRM (2010) Mechanisms of illness progression in the recurrent affective disorders. Neurotox Res 18: 256–271.2039047410.1007/s12640-010-9182-2

[109] LorenzoA, YuanM, ZhangZ, PaganettiPA, Sturchler-PierratC, et al (2000) Amyloid beta interacts with the amyloid precursor protein: a potential toxic mechanism in Alzheimer's disease. Nat Neurosci 3: 460–464.1076938510.1038/74833

[110] BlandiniF, SinforianiE, PacchettiC, SamueleA, BazziniE, et al (2006) Peripheral proteasome and caspase activity in Parkinson disease and Alzheimer disease. Neurology 66: 529–534.1650530710.1212/01.wnl.0000198511.09968.b3

[111] McGeerPL, McGeerEG (1995) The inflammatory response system of brain: implications for therapy of Alzheimer and other neurodegenerative diseases. Brain Res Brain Res Rev 21: 195–218.886667510.1016/0165-0173(95)00011-9

[112] WangD, FuQ, ZhouY, XuB, ShiQ, et al (2013) beta2 adrenergic receptor, protein kinase A (PKA) and c-Jun N-terminal kinase (JNK) signaling pathways mediate tau pathology in Alzheimer's disease models. J Biol Chem 10.1074/jbc.M112.415141PMC362441323430246

[113] HeckA, VoglerC, GschwindL, AckermannS, AuschraB, et al (2011) Statistical epistasis and functional brain imaging support a role of voltage-gated potassium channels in human memory. PLoS One 6: e29337.2221625210.1371/journal.pone.0029337PMC3244442

[114] Sanchez-ResendisO, MedinaAC, SerafinN, Prado-AlcalaRA, RoozendaalB, et al (2012) Glucocorticoid-cholinergic interactions in the dorsal striatum in memory consolidation of inhibitory avoidance training. Front Behav Neurosci 6: 33.2273711010.3389/fnbeh.2012.00033PMC3381328

[115] TakumaK, MizoguchiH, FunatsuY, HoshinaY, HimenoY, et al (2012) Combination of chronic stress and ovariectomy causes conditioned fear memory deficits and hippocampal cholinergic neuronal loss in mice. Neuroscience 207: 261–273.2231431610.1016/j.neuroscience.2012.01.034

[116] KolassaIT, ErtlV, EckartC, GlocknerF, KolassaS, et al (2010) Association study of trauma load and SLC6A4 promoter polymorphism in posttraumatic stress disorder: evidence from survivors of the Rwandan genocide. J Clin Psychiatry 71: 543–547.2044171810.4088/JCP.08m04787blu

[117] GogollaN, GalimbertiI, DeguchiY, CaroniP (2009) Wnt signaling mediates experience-related regulation of synapse numbers and mossy fiber connectivities in the adult hippocampus. Neuron 62: 510–525.1947715310.1016/j.neuron.2009.04.022

[118] UittenbogaardM, BaxterKK, ChiaramelloA (2010) NeuroD6 genomic signature bridging neuronal differentiation to survival via the molecular chaperone network. J Neurosci Res 88: 33–54.1961010510.1002/jnr.22182PMC2784025

[119] PrangeO, WongTP, GerrowK, WangYT, El-HusseiniA (2004) A balance between excitatory and inhibitory synapses is controlled by PSD-95 and neuroligin. Proc Natl Acad Sci U S A 101: 13915–13920.1535886310.1073/pnas.0405939101PMC518853

[120] GaoSF, QiXR, ZhaoJ, BalesarR, BaoAM, et al (2012) Decreased NOS1 Expression in the Anterior Cingulate Cortex in Depression. Cereb Cortex 10.1093/cercor/bhs28522989585

[121] ReifA, GrunblattE, HerterichS, WichartI, RainerMK, et al (2011) Association of a functional NOS1 promoter repeat with Alzheimer's disease in the VITA cohort. J Alzheimers Dis 23: 327–333.2109897210.3233/JAD-2010-101491

[122] CuiH, NishiguchiN, YanagiM, FukutakeM, MouriK, et al (2010) A putative cis-acting polymorphism in the NOS1 gene is associated with schizophrenia and NOS1 immunoreactivity in the postmortem brain. Schizophr Res 121: 172–178.2060541710.1016/j.schres.2010.05.003

[123] SilberbergG, Ben-ShacharD, NavonR (2010) Genetic analysis of nitric oxide synthase 1 variants in schizophrenia and bipolar disorder. Am J Med Genet B Neuropsychiatr Genet 153B: 1318–1328.2064531310.1002/ajmg.b.31112

[124] GrosseteteM, PhelpsJ, ArkoL, YonasH, RosenbergGA (2009) Elevation of matrix metalloproteinases 3 and 9 in cerebrospinal fluid and blood in patients with severe traumatic brain injury. Neurosurgery 65: 702–708.1983437510.1227/01.NEU.0000351768.11363.48PMC2764327

[125] RybakowskiJK, Remlinger-MolendaA, Czech-KucharskaA, WojcickaM, MichalakM, et al (2013) Increased serum matrix metalloproteinase-9 (MMP-9) levels in young patients during bipolar depression. J Affect Disord 146: 286–289.2285821710.1016/j.jad.2012.07.019

[126] StomrudE, BjorkqvistM, JanciauskieneS, MinthonL, HanssonO (2010) Alterations of matrix metalloproteinases in the healthy elderly with increased risk of prodromal Alzheimer's disease. Alzheimers Res Ther 2: 20.2057610910.1186/alzrt44PMC2919700

[127] LorenzlS, AlbersDS, RelkinN, NgyuenT, HilgenbergSL, et al (2003) Increased plasma levels of matrix metalloproteinase-9 in patients with Alzheimer's disease. Neurochem Int 43: 191–196.1268959910.1016/s0197-0186(03)00004-4

[128] RybakowskiJK, SkibinskaM, KapelskiP, KaczmarekL, HauserJ (2009) Functional polymorphism of the matrix metalloproteinase-9 (MMP-9) gene in schizophrenia. Schizophr Res 109: 90–93.1926445410.1016/j.schres.2009.02.005

[129] SomervilleMJ, PercyME, BergeronC, YoongLK, GrimaEA, et al (1991) Localization and quantitation of 68 kDa neurofilament and superoxide dismutase-1 mRNA in Alzheimer brains. Brain Res Mol Brain Res 9: 1–8.185006510.1016/0169-328x(91)90123-f

[130] GulesserianT, SeidlR, HardmeierR, CairnsN, LubecG (2001) Superoxide dismutase SOD1, encoded on chromosome 21, but not SOD2 is overexpressed in brains of patients with Down syndrome. J Investig Med 49: 41–46.10.2310/6650.2001.3408911217146

[131] Grassi-OliveiraR, SteinLM, LopesRP, TeixeiraAL, BauerME (2008) Low plasma brain-derived neurotrophic factor and childhood physical neglect are associated with verbal memory impairment in major depression–a preliminary report. Biol Psychiatry 64: 281–285.1840639810.1016/j.biopsych.2008.02.023

[132] GreenEK, RaybouldR, MacgregorS, HydeS, YoungAH, et al (2006) Genetic variation of brain-derived neurotrophic factor (BDNF) in bipolar disorder: case-control study of over 3000 individuals from the UK. Br J Psychiatry 188: 21–25.1638806510.1192/bjp.bp.105.009969

[133] LeeY, LimSW, KimSY, ChungJW, KimJ, et al (2013) Association between the BDNF Val66Met Polymorphism and Chronicity of Depression. Psychiatry Investig 10: 56–61.10.4306/pi.2013.10.1.56PMC359043123482723

[134] LinCH, WuRM, TaiCH, ChenML, HuFC (2011) Lrrk2 S1647T and BDNF V66M interact with environmental factors to increase risk of Parkinson's disease. Parkinsonism Relat Disord 17: 84–88.2116776410.1016/j.parkreldis.2010.11.011

[135] LaskeC, StellosK, HoffmannN, StranskyE, StratenG, et al (2011) Higher BDNF serum levels predict slower cognitive decline in Alzheimer's disease patients. Int J Neuropsychopharmacol 14: 399–404.2086087710.1017/S1461145710001008

[136] BinderEB, BradleyRG, LiuW, EpsteinMP, DeveauTC, et al (2008) Association of FKBP5 polymorphisms and childhood abuse with risk of posttraumatic stress disorder symptoms in adults. JAMA 299: 1291–1305.1834909010.1001/jama.299.11.1291PMC2441757

[137] XieP, KranzlerHR, PolingJ, SteinMB, AntonRF, et al (2010) Interaction of FKBP5 with childhood adversity on risk for post-traumatic stress disorder. Neuropsychopharmacology 35: 1684–1692.2039345310.1038/npp.2010.37PMC2946626

[138] KangJI, ChungHC, JeungHC, KimSJ, AnSK, et al (2012) FKBP5 polymorphisms as vulnerability to anxiety and depression in patients with advanced gastric cancer: a controlled and prospective study. Psychoneuroendocrinology 37: 1569–1576.2245927510.1016/j.psyneuen.2012.02.017

[139] MenkeA, KlengelT, RubelJ, BrucklT, PfisterH, et al (2013) Genetic variation in FKBP5 associated with the extent of stress hormone dysregulation in major depression. Genes Brain Behav 10.1111/gbb.1202623406438

# Supplementary material for: Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains
**Source:** PLoS One. 2014 Mar 14;9(3):e90425. doi: 10.1371/journal.pone.0090425
**Supplement:** Table S1 — List of primers and probes used in qPCR assay.

# Table S1. List of primers and probes used in qPCR assay

| **Gene symbol** | **Sequence ( 3'-5')** | | |
| --- | --- | --- | --- |
|  | **Forward primer** | **Reverse primer** | **Probe** |
| NOS1 | CAAGACCCTGTGCGAGAT | GCACGATGTCATATTCCTCCAT | CGATGCCAAGGCTATGTCCA |
| FKBP5 | ACATTCCGATTGGGATCGAC | CGTACATAAGCTCAGCATTGG | TAAGTTTGGCATTGACCC |
| MMP9 | GGCTTAGATCATTCCAGCGT | TTAGAGCCACGACCATACAG | ACGGCATCCAGTATCTG |
| SOD1 | CGTACAATGGTGGTCCATGA | CCACACAGGGAATGTTTACTG | GAGTGATTGGGATTGCGC |
| BDNF | GCGCCCATGAAAGAAGT | CGTGCTCAAAAGTGTCAG | GACGACGACATCACTGGC |

# Supplementary material for: Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains
**Source:** PLoS One. 2014 Mar 14;9(3):e90425. doi: 10.1371/journal.pone.0090425
**Supplement:** Table S2 — List of 1,142 genes of interest (GOI). The genes are identified by the Gene Name and gene symbol. The log ratio indicates the log1.5 transformed of the average transcriptomic expressions from FD-/SD-fed mice.

# Table S2. List of 1142 genes of interest (GOI). The genes are identified by the Gene Name and gene symbol. The log ratio indicates the log1.5 transformed of the average transcriptomic expression from FD- / SD-fed mice.

# Supplementary material for: Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains
**Source:** PLoS One. 2014 Mar 14;9(3):e90425. doi: 10.1371/journal.pone.0090425
**Supplement:** Table S3 — Complete list of biofunction categories enriched by 1,142 genes. For individual functional categories, corresponding range of p values and the number of enriching genomic members are reported.

# Table S3. Complete list of biofunction categories enriched by 1142 genes

# Supplementary material for: Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains
**Source:** PLoS One. 2014 Mar 14;9(3):e90425. doi: 10.1371/journal.pone.0090425
**Supplement:** Table S4 — The brain regions enriched by the genes mined by present study relevant to “Neurological disease”, “Nervous system development and function”, “Inflammatory response” and “Cell death”.

# Table S4. The brain regions enriched by the genes mined by present study relevant to “Neurological disease”, “Nervous system development and function”, “Inflammatory response” and “Cell death”

| **Brain region** | **Entrez ID** | **Gene Symbol** | **Log Ratio** | **Neurological Disease; Nervous system development and functions; Inflammatory response, cell death** |
| --- | --- | --- | --- | --- |
| Olfactory bulb | 16504 | KCNC3 | 0.97 | MvD |
|  | 114142 | FOXP2 | 0.96 | MvD, PD |
|  | 12801 | CNR1 | 0.88 | AD, MvD, PD; SyT, Ngs (GoN, DCNS, DoN); ImRes |
|  | 213262 | FSTL5 | 0.83 | AD, MvD, PD |
|  | 140919 | SLC17A6 | 0.83 | MvD, PD |
|  | 18213 | NTRK3 | 0.8 | AD, MvD, PD; Ngs (Ntg, GoN, FPMP, DoN); Apop |
|  | 11550 | ADRA1D | 0.54 | AD, MvD, PD |
|  | 16522 | KCNJ6 | 0.41 | MvD, PD |
|  | 14680 | GNAL | 0.36 | MvD |
| Oculomotor nucleus | 20508 | SLC18A3 | 1.2 | MvD |
|  | 63993 | SLC5A7 | 0.84 | AD; SyT |
|  | 12310 | CALCB | 1.33 | ImRes |
| Somatosensory areas | 16504 | KCNC3 | 0.97 | MvD |
| Retrosplenial area | 110893 | SLC8A3 | 0.98 | MvD, PD; SyT |
| Amygdala  (including cortical, central and medial) | 140919 | SLC17A6 | 0.83 | MvD, PD |
|  | 18125 | NOS1 | 0.54 | AD, MvD, PD; Ngs (Ntg, FPMP, DoN) |
|  | 18753 | PRKCD | 0.31 | AD; Ngs (GoN); Apop, ImRes |
|  | 21834 | THRB | 0.71 | MvD, PD; Ngs (DCNS) |
| Dentate gyrus | 18610 | PDYN | 0.67 | MvD |
| Isocortex | 14680 | GNAL | 0.36 | MvD |
| Nucleus accumbens | 226922 | KCNQ5 | 0.69 | MvD, PD |
|  | 14407 | GABRG3 | 0.46 | AD, MvD, PD |
| Hippocampus (including CA1, CA2 and CA3, all pyramidal regions) | 226922 | KCNQ5 | 0.69 | MvD, PD |
|  | 18753 | PRKCD | 0.31 | AD; Ngs (GoN); Apop, ImRes |
| Thalamus (including ventral posterior complex, paraventricular nucleus, reticular nucleus) | 16521 | KCNJ5 | 1.45 | AD |
|  | 16504 | KCNC3 | 0.97 | MvD |
|  | 11550 | ADRA1D | 0.54 | AD, MvD, PD |
|  | 17536 | MEIS2 | -0.5 | MvD |
| Subthalamic nucleus | 14680 | GNAL | 0.36 | MvD |
| Zona incerta | 20660 | SORL1 | 1.32 | AD, MvD |
|  | 16504 | KCNC3 | 0.97 | MvD |
|  | 17536 | MEIS2 | -0.5 | MvD |
| Colliculus (superior and inferior) | 14680 | GNAL | 0.36 | MvD |
| Midbrian trigeminal nucleus | 213783 | PLEKHG1 | 0.64 | AD |
|  | 18053 | NGFR | 1.15 | AD; Ngs (Ntg, FPMP, GoN, DCNS, DoN); Apop |
| Cerebellar cortex (purkinje and granular layer) | 110893 | SLC8A3 | 0.98 | MvD, PD |
|  | 16504 | KCNC3 | 0.97 | MvD |
|  | 319924 | APBA1 | 0.51 | AD; SyT |
|  | 14804 | GRID2 | 0.32 | AD, MvD; SyT |
|  | 13653 | EGR1 | -0.61 | MvD; ImRes, Apop |
| Cerebellar nuclei | 140919 | SLC17A6 | 0.83 | MvD, PD |
|  | 58178 | SORCS1 | 0.45 | AD |
|  | 17536 | MEIS2 | -0.5 | MvD |
|  | 110893 | SLC8A3 | 0.98 | SyT |
| Entorhinal area | 65254 | DPYSL5 | 1.02 | Ngs (GoN) |
|  | 22422 | WNT7B | 0.7 | Ngs (Ntg, FPMP) |
| Triangular nucleus of septum | 20562 | SLIT1 | 0.74 | Ngs (Ntg, GoN, FPMP, DCNS) |

# Supplementary material for: Transcriptomic Analysis of the Effects of a Fish Oil Enriched Diet on Murine Brains
**Source:** PLoS One. 2014 Mar 14;9(3):e90425. doi: 10.1371/journal.pone.0090425
**Supplement:** Table S5 — The genomic candidates associated with apoptosis (Apop) and immune response (ImRes). The genes are identified by the Entrez IDs and gene symbols. The log ratio indicates the log1.5 transformed of the average transcriptomic expressions from FD-/SD-fed mice.

## Table S5. The genomic candidates associated with apoptosis (Apop) and immune response (ImRes). The genes are identified by the Entrez ID and gene symbol. The log ratio indicates the log1.5 transformed of the average transcriptomic expression from FD- / SD-fed mice.

How the deposited data were processed for this re-analysis (not part of the article)

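The arrays measured RNA from the hemibrains of 10 male C57BL/6J mice in Cy-5 against another RNA in Cy-3. The authors scanned the slides and deposited, for each array, the output of the Feature Extraction software (version 10.10.1.1 in the files). The deposited signals are intensities on a linear scale, given as median signals, background, background-subtracted signals and processed signals of each dye. The deposited log ratio of each spot is the log10 of Cy-5 over Cy-3, after the software's background correction and dye normalization. The authors also deposited a table of 1 value per probe and array. Set against the log ratio of the same array, these deposited values were log2 ratios of Cy-5 over Cy-3, with a correlation across probes of at least 0.997 on every array and 80.1% to 93.5% of probes within 0.001. The deposited flags for spots well above background, positive and significant, saturated and outlying were used as they were.

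From these files, log2 Cy-5/Cy-3 was computed from the processed signals, with loess within each array (span 0.3), control spots left out, outlier-flagged spots set aside and the spots of a probe averaged. A probe was called well above background on an array when at least 0.5 of its spots carried that flag. The files carry an accession and no gene symbol in the columns used, so probes were named through a table of RefSeq transcripts of assembly GRCm38.p6, used for names alone. Of 41174 probes, 27198 (66.1%) matched a gene, giving 18539 genes. A gene was represented by its probe of highest mean brightness. Table S2 was matched by symbol, with older symbols replaced where only a single gene carried them, and Table S5 by its Entrez identifiers. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

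The arrays' diets were not settled, so no test treated the arrays as replicates of a diet. The comparison between 2 slides of 4 arrays used limma with Benjamini-Hochberg adjustment. On simulated data made from the 40299 probes of that comparison, with 200 probes changed by 1.5 on the log2 scale, 55.5% of the changed probes were recovered and 6 of the unchanged probes were called. Lists of marker genes (22 lists, 183 of 190 genes found) were described by their median and by their range over the arrays, each set against 10000 random lists matched on brightness in 40 bins. A list was taken over its genes with a value on each array. After the data were examined, the range was also taken over genes with a value on every array, and after each gene's median over the arrays was subtracted, which keeps the list median from stepping between genes of different level. For this second measure, random lists of like ratio were drawn too. In a test on simulated data, 1.00% of 200 unchanged lists of 10 genes drawn from 17659 genes, and 100.0% of lists raised by 2.0 on the log2 scale on 1 array, had a range above the 97.5th percentile of 1000 random lists. A weaker test, added after the data were examined, lowered 0.75 of the genes of each list by 1.0 on 1 array, with the values of each gene in random order over the arrays. The slide comparison was also repeated on simulated data with each array left out.

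The rule for the genes and probes named was set before the data were examined. It covers the 5 genes the paper tested by qPCR, the genes of the marker lists where a list is reported, the 5 genes of Table S2 with the largest range over the arrays among those well above background in Cy-5 on all arrays, and the 5 probes with the smallest adjusted p between the slides. Cd28, Csf2, Cxcl2, Klkb1, Prf1, Crtam and Rgs8 fall outside it and were named after their values were seen, as were the genes singled out within a list. The alternatives set in advance were normexp background correction with an offset of 50, the deposited log ratio without loess, centring on the median in place of loess, the authors' deposited table, all probes of a gene in place of the brightest, only probes well above background, the positive and significant flag, any probe of a gene, a fold change of at least 1.5, and leaving out each array of the slide comparison. The normexp correction was planned on mean signals, which the files do not carry, and was run on median signals. Its fitted background was implausible on some arrays, down to -2836 in Cy-5 on C10-413, where the median background-subtracted signal was 171. A subtraction with values under 0.5 set to 0.5 and the same offset was therefore added after the data were examined, as were each dye's signal alone in the slide comparison, the count of splits at an unadjusted p, second lists of 10 cerebellar and 10 thalamic genes, and the values without C10-434 or C10-437. The primers of Table S1 were not matched to transcripts, as no transcript sequence was used here.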

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

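The tests against random lists of like ratio, on genes less their medians, on the second thalamic list, on every list for C10-437, on genes with a value on every array and without C10-434 or C10-437, and the simulated falls, were chosen after the results were seen. A gap test (Dixon's, for 10 arrays at the 95% level) was applied to 61 measures. In 13 of them an array lay further from the others than the test allows, 12 times C10-434 and 1 time C10-437. Chance alone sets apart about 1 in 20 such groups, or 3.05 of the 61. Measures that share an array or a list are not independent.

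On C10-434, 49.8% of the probes were well above background in Cy-5, against 68.2% to 76.9% on the other arrays, and 61.9% in Cy-3, against 70.3% to 79.1%. Its mean correlation with the other arrays was 0.891, against 0.931 to 0.949. The median of the neuron list was 6.60 there, against 5.56 to 5.92 elsewhere, and that of the astrocyte list 5.78, against 4.88 to 5.34. The cortex and hippocampus list had a median of 5.67, against 3.71 to 4.69, and the Y-linked list 1.69, against -0.37 to 0.69. The proliferation list, which is low in Cy-5, also stood higher on this array, at -4.38, against -5.50 to -4.93. Xist gave -7.21, against -10.56 to -9.30, but it was well above background in Cy-5 on 0 arrays, so these values follow the background in Cy-5 and are only bounds. The Y-linked median on C10-434 lay between Kdm5d (0.46) and Uty (2.92). Uty was well above background in Cy-5 on 1 array and in Cy-3 on 4. With only probes well above background, the Y-linked list ran from -0.21 to 0.48 over the arrays, and C10-434 did not stand apart. After each gene's median over the arrays was subtracted, the neuron list stood at 1.05 on this array, against -0.16 to 0.25, the astrocyte list at 0.66, against -0.22 to 0.23, and the cortex and hippocampus list at 0.81, against -0.33 to 0.25. With the deposited log ratio, median centring and the deposited table, C10-434 stayed the highest array for these lists. With the floor, the neuron list ran from -0.24 (C10-437) to 0.18 (C10-416) and the astrocyte list from -0.10 (C10-415) to 0.18 (C10-413). The cortex and hippocampus list was then lowest on C10-434, at -0.78, against up to 0.11 elsewhere. Under normexp, C10-416 was highest for each list. Where C10-434 stands therefore depends on the background correction.

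A candidate explanation is a weak Cy-5 channel that distorts the ratios of the whole array. Among genes well above background in Cy-5 on all arrays, the median deviation of C10-434 from the other arrays was 0.56 for the 924 genes with a ratio above 4 on those arrays, 0.033 for the 4329 genes between 0 and 2, and 0.39 for the 121 genes below -4. Against random lists of like ratio, the deviation of C10-434 lay within the central 95% of random lists for 4 of the 5 marker lists that stood apart, Xist not counted. The neuron list was the exception, at the 98.6th percentile. These lists were chosen because they stood apart, so the test leaves open whether the neuron list differs by more than the array does. Without C10-434, the range of the neuron list lay at or below the 85.3rd percentile of random lists, from gene levels and after each gene's median was subtracted. Leaving out the array that sets a list apart has to narrow its range, so this does not tell whether the weak Cy-5 channel is the cause. The values for Xist, above background in Cy-5 on 0 arrays, were set aside because they are bounds. For the monoamine nuclei, Y-linked and proliferation lists this stays open. Without C10-434 their ranges from gene levels lay at or below the 95.7th percentile, but after each gene's median was subtracted they lay between the 98.6th and 99.9th. It stays open for the cortex and hippocampus list as well, at the 98.0th percentile from gene levels and the 97.4th after subtraction. The microglia and cerebellum lists kept ranges of 2.13 and 2.42 from gene levels without C10-434, which argues against this array as their source. No biological explanation was tested, because the design names no condition that sets this animal apart and its diet is not known.

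On C10-437, the thalamic list stood at -0.82 after each gene's median over the arrays was subtracted, against -0.28 to 0.15 on the other arrays. The range of 0.97 exceeded 99.4% of random lists of like ratio, which argues against shifts that genes of like ratio share over whole arrays. From gene levels, the measure set before the data were examined, the range lay at the 23.4th percentile, but 2 genes gave that median on every array, and it found a simulated fall of 1.0 in 7 of the 9 genes in 39.8% of simulations, so it decides little. Without C10-437 the range after subtraction lay at the 79.5th percentile, so whether the other 9 hemibrains held different amounts of thalamic tissue stays open. The same holds for hypothalamic tissue over the 10 hemibrains, with a range after subtraction at the 93.6th percentile and at the 53.8th without C10-415, the array at its end. Ramp3 stood at 0.58 on C10-437, against 1.04 to 1.98 elsewhere, and Tnnt1 at -1.70, against -1.42 to -0.14, whereas Rora was higher than on any other array, at 1.00. Plekhg1 stood at 4.23, against 5.37 to 6.92, but was well above background in Cy-3 on 3 arrays alone. A hypothesis is that this hemibrain held less thalamic tissue. A second list of 10 thalamic genes, written before its values were looked at, was tested for it. It deviated on C10-437 by -0.39, with 10 of the 10 genes lower, at the 1.21st percentile of random lists of like brightness and the 1.93rd of lists of like ratio. Both are under the 2.5th percentile, the limit written before the test, which is consistent with the hypothesis. The list does not single out C10-437, however. On C10-423 it deviated by -0.39 too. Of its genes, Slitrk6 was well above background in Cy-3 on 0 arrays and Gbx2 on 1, and Shox2 was not so in Cy-5 on C10-437. The number of its genes lower on C10-437 was 7 under normexp and 10 with median centring. It was 9 with the floor, the log ratio and the deposited table. In the 5 other settings run, the percentile on C10-437 lay between 1.02 and 5.84 among lists of like brightness, above 2.5 under normexp alone, and between 2.42 and 8.60 among lists of like ratio, under 2.5 in the deposited table alone. Another array deviated further in each of these settings, C10-413 under normexp, whose fit was implausible on that array, and the dim array C10-434 in the other 4. It therefore remains a hypothesis. The fall was also not confined to the thalamic lists. After subtraction C10-437 was the lowest array for 6 of the 21 lists, which are thalamus, monoamine nuclei (-0.71), choroid plexus (-0.44), striatum (-0.31), oligodendrocyte (-0.28) and neuron (-0.16). Its deviation for the monoamine nuclei list was -0.72, with 9 of the 9 genes lower, at the 0.010th percentile of random lists of like ratio, and that of the liver list, whose genes are mostly near background, at the 0.87th. The choroid plexus, striatum, oligodendrocyte and neuron lists lay between the 3.73rd and 76.8th. The immediate early list was higher, at the 99.9th percentile. C10-437 is the only array of its slide, so an effect of the slide was not separated from one of the animal, and diet, which is not known for it, was not tested. The first thalamic list holds Plekhg1, Prkcd, Slc17a6 and Tnnt1, which the paper lists as elevated by FD. These genes were lower on C10-437 than the median of the other arrays, so for them diet is not separated from tissue.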

How the results depend on the processing

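The subtraction with a floor, each dye's signal alone, the subtraction of each gene's median and the values without C10-434 were chosen after the data were examined. No paired analysis was possible because the arrays were not mapped to groups. The match of the Table S1 primers to transcripts was not run. Keeping only probes well above background left no gene of the liver list or Xist. The values of Xist are bounds, as its Cy-5 signal was at background. The direction of every list median held in the other settings, with the exception of the lymphoid list, which went from -1.37 to 0.075 when only probes well above background in Cy-5 on all arrays were kept; this filter leaves fewer of its genes. For C10-413, the Table S2 score went from 0.57 to -0.36 under normexp.

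Under normexp, the median over the arrays was 4.78 for the neuron list, 1.78 for the hypothalamus list, -4.27 for proliferation, -5.02 for Xist, -0.70 for lymphoid and -0.017 for liver. The ranges under normexp were 0.32 for pituitary, 3.16 for choroid plexus, 0.68 for thalamus and 2.13 for hypothalamus. Subtraction with a floor gave medians of 4.94 for neuron, 2.01 for hypothalamus, -4.37 for proliferation, -5.60 for Xist, -0.86 for lymphoid and -0.036 for liver, and ranges of 0.36 for pituitary and 0.65 for thalamus. Of the medians of the 22 lists and 5 qPCR genes, 26 of 27 were smaller in size under each of these corrections, both of which add an offset of 50 to the signals.

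With the Feature Extraction log ratio, the choroid plexus range was 1.10, the thalamus median 0.55 and the lymphoid median -1.59. The deposited table gave 1.10, 0.55 and -1.59 for these, and median centring gave 1.06, 0.58 and -1.59. After each gene's median was subtracted, the choroid plexus range was 0.86 and the thalamus range 0.97, and the latter was 0.93 with the log ratio and in the deposited table, 0.94 with median centring and 1.29 with all probes of a gene, each with C10-437 lowest. It was 0.93 under normexp, with C10-413 lowest, and 0.44 with the floor, with C10-434 lowest. Measured as the deviation from the other arrays, the thalamic list was lowest on C10-437 with the floor, at -0.40, against -0.34 on C10-434. Under normexp it deviated by -0.58 on C10-437 and further on C10-413, by -0.65. Using all probes of a gene without that subtraction, the choroid plexus range was 1.07, the thalamus range 0.28 and the Xist median -7.82. With only probes well above background, the choroid plexus range was 0.92, the hypothalamus median 3.23, the proliferation median -4.49 and the median correlation between arrays 0.975. The cause of these shifts was not tested. The range of the immediate early list, 1.09, moved by less than the spread between arrays under every alternative.

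The 30 probes that differed between the slides became 0 under normexp (limma, with 1097 probes at an unadjusted p under 0.05), 1 with the floor and 92 with only probes well above background. The count was 12375 for the Cy-3 signal alone and 1608 for the Cy-5 signal alone. With each of the 8 arrays left out in turn, between 0 and 8 probes were called. It was 0 without C10-416, C10-417, C10-424, C10-425, C10-434 or C10-435, 5 without C10-423 and 8 without C10-415. Loss of power with 1 array fewer is not separated from an effect of single arrays by this. With the Feature Extraction log ratio it was 45, with 27 probes higher on the second slide, against 10 of 30 with loess. Median centring gave 26 and the deposited table 31 probes.

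Of the Table S5 genes, 49 were well above background in Cy-5 on all arrays, and 77 were positive and significant there. Without C10-434, the array with the weakest Cy-5 signal, the count was 64. For Table S2 the counts were 737, 862 and 869. Signal over background limits both counts.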

Differences from the paper's values

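The paper gives 4 arrays with RNA from FD-fed mice and 3 from SD-fed mice in Cy-5, whereas the diet entries of the deposited labels give FD for 10 arrays and SD for 0. The descriptions of the same 10 samples call them controls, so the labels do not settle the diet. This count of labels does not depend on the processing, so none of the alternatives set before the data were examined applies to it.

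The paper's methods name a reference RNA in Cy-3, whereas the sample labels name a pool of hemibrains from SD-fed mice. On the arrays, the median over the neuron list of log2 Cy-5/Cy-3 was 5.73. The methods and the files also name different versions of the Feature Extraction software, 10.10.1.1 in the files.

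The paper counts 34 genes of Table S5 under both of its terms, with 23 of them suppressed. The table lists 34 such genes, and 22 of them have a negative value.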

Other observations

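The tests of the second cerebellar list, of lists after each gene's median was subtracted, of genes with a value on every array, of each dye's signal between the slides, of the splits at an unadjusted p and of the E1A controls, the pairwise correlations within lists, the simulated falls, the simulated slide comparisons and the values without C10-434 were chosen after the results were seen. So were the percentiles at which the range of a list was read as wide. The remaining tests were set before the data were examined.

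What the Cy-3 channel holds is described differently by the paper and the sample labels, and the marker lists bear on it. A pool of hemibrain RNA from male mice would have put the neuron list near 0 and left Xist, a transcript of female cells, undetected in Cy-3. The median over the arrays of the neuron list was 5.73, with a lowest value of 5.56. Xist was well above background in Cy-3 on 10 arrays and in Cy-5 on 0. The proliferation list stood at -5.14 and the connective tissue list at -4.01, below all 10000 random lists. These values argue against a pool of male hemibrains in Cy-3. A commercial reference made from many cell types was tested with the lists that it would make low in Cy-5. The proliferation list was low on every array (highest -4.38), and so was the lymphoid list (-1.75 to -1.24), but the liver list lay at -0.39, between -0.79 and 0.083, which is not the low value set in advance. Of its 9 genes, Afp (-5.49) was well above background in Cy-3 on 10 arrays, while Alb was not on any array. The liver list therefore leaves the makeup of the reference open.

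The other lists had these medians over the arrays. Astrocyte genes stood at 5.11, oligodendrocyte genes at 5.02, choroid plexus genes at 4.71, striatal genes at 4.22, cortex and hippocampus genes at 4.16, olfactory bulb genes at 4.11, blood genes at 4.10, cerebellar genes at 2.46, microglial genes at 2.45, genes of monoamine nuclei at 2.17, immediate early genes at 0.61, Y-linked genes at 0.40, pituitary genes at 0.34 and the paper's qPCR genes at 0.32. Different lists rest on different probes, so these levels are not ranked against each other.

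Pituitary tissue taken along with some hemibrains would have widened the range of the pituitary list and made its genes rise together. Its range was 0.69, at the 45.4th percentile of random lists, and 0.63 after each gene's median was subtracted, at the 81.7th. Its genes varied together somewhat more than those of random lists (mean pairwise r of 0.20 across arrays, at the 97.7th percentile of 1000 random lists), so the values leave pituitary tissue open. Prl ranged from -4.57 (C10-416) to -2.15 (C10-435) and was well above background in Cy-5 on 7 arrays. Different amounts of choroid plexus remain open too. That list's range of 1.53 lay at the 95.0th percentile, and its range of 0.86 after the subtraction at the 98.0th. Ttr ranged from 6.05 to 7.43. A simulated fall of 1.0 in 0.75 of the genes on 1 array was found from gene levels in 7.7% of simulations for the pituitary and 8.3% for the choroid plexus list, so their ranges from gene levels decide little. After subtraction it was found in 71.8% and 80.6%, but the choroid plexus list exceeded the limit in 24.6% without any fall. Different handling before death, which might raise immediate early genes, also remains open. That list's range of 1.09 lay at the 97.4th percentile, its range of 0.76 after the subtraction at the 99.96th and its mean pairwise r of 0.33 at the 99.7th. Without C10-434 the ranges lay at the 92.5th and 99.8th percentiles. With each gene's values in random order the list exceeded the limit after subtraction in 36.1% of simulations, so single genes alone can widen its range. Arc ranged from 3.67 to 4.92, Fos from -2.72 to -1.28 and Egr1 from -0.0060 to 1.03. Diet could not be weighed against these, since it is not known per array.

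The microglial and cerebellar lists had ranges of 2.23 and 2.74, at the 99.99th and 100.0th percentiles, but their genes did not vary together (mean pairwise r of -0.039 and -0.021). The microglial range was 0.98 in the deposited table, 0.47 with all probes of a gene, 0.19 with the floor, 1.33 under normexp and 1.37 with only probes well above background. The cerebellar range lay between 0.94 with the floor and 3.14 in the deposited table. Trem2 had no value on C10-413 and C10-425, where the microglial median was highest, at 3.94 and 3.51. Over the 9 genes with a value on every array the range was 2.18, at the 99.8th percentile, so the missing gene is not the whole reason. A candidate source is a list median that steps between genes of different level. After each gene's median was subtracted, the microglial range was 0.33, at the 52.4th percentile, and the cerebellar range 0.67, at the 95.9th, which is consistent with it. Measured this way with the floor and under normexp, the microglial range lay at the 99.0th and 99.4th percentiles and the cerebellar range at the 75.3rd and 99.7th. The wide ranges from gene levels are therefore not read as differences between hemibrains. For the cortex and hippocampus list the range after subtraction was 1.14, larger than in all random lists, which argues against such steps as its source.

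Within the cerebellar list, Gabra6 and Cbln3 were well above background in Cy-5 on C10-413 alone. In Cy-3 they were so on 0 and 2 arrays, so their ratios are not compared between arrays. A hypothesis is that some cerebellar tissue was taken along with this hemibrain. A second list of 10 cerebellar genes, written before its values were looked at, deviated on C10-413 by -0.017, at the 53.7th percentile of random lists. Its members went both ways. Crtam and Rgs8 are named because of their values, with Crtam at 1.61 on C10-413, against -0.49 to -0.0032 elsewhere, and Rgs8 at 4.38, below all other arrays (4.48 to 6.71). The test therefore leaves the hypothesis open and gives it no backing from the list as a whole.

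Of the 35 splits of the 8 arrays into groups of 4, the split by slide gave 30 probes and no other split more than 1. With all 8 arrays, that count was reached by 1 of 35 splits, the smallest share these splits can give. This argues against chance for that count, but only at the limit of what the splits can show. Chance cannot be excluded for the number of probes at an unadjusted p under 0.05, since 1 other split gave 4348 against 3998 for the slides (2 of 35). With 1 array left out, limma called 0 probes for 6 of the 8 arrays (3131 to 4056 at an unadjusted p under 0.05), 5 without C10-423 and 8 without C10-415. In 20 sets of simulated data with the 30 probes changed by their estimated differences, the median count also fell, from 24 with 8 arrays to 2.75 with 7, so loss of power alone could give such a fall. With 200 probes changed by 1.5 it went from 115.5 to 82.5. With the log ratio, median centring, the deposited table and the probes well above background, the slides gave 26 to 92 probes and no other split more than 3. With the floor 1 other split gave 2 probes against 1 for the slides, and under normexp every split gave 0. At an unadjusted p, between 3 and 17 of the 35 splits gave at least as many probes as the slides in these 6 other settings. A candidate source is the Cy-3 signal, which differed between the slides for 12375 of 40299 probes, against at most 3 in any other split. The Cy-5 signal alone differed for 1608 probes, again against at most 3 in any other split. The slides therefore did not differ in the Cy-3 signal alone. Both counts rest on background subtraction with the floor, under which the ratio differed for 1 probe. They therefore do not tell which dye gave the 30 probes of the ratio. Each slide was scanned separately, and slide, labeling and any difference between the animals on them cannot be separated by these values. Since the diets are not known, no biological explanation was tested.

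The E1A control spots, which match RNA added at labeling and not mouse RNA, had a mean log2 Cy-5/Cy-3 between -4.62 (C10-437) and -0.61 (C10-417), with a median of -2.84. Their mean Cy-3 signal lay between 63567 and 77617 and their mean Cy-5 signal between 1186 and 19103. The paper labeled 200 to 2000 ng of RNA, and a fixed amount of control RNA added to amounts that differ 10-fold could shift the ratio by up to 3.32. The arrays furthest apart differed by at least 3.51 in each of the 10 E1A probes. Without C10-437, the arrays then furthest apart differed by 3.08 to 3.81, with a mean of 3.37 and an SD of 0.25 over the probes, and 4 of the 10 probes were above 3.32. The range over these 9 arrays was above it for 6 of the 10 probes, up to 3.82. The excess is smaller without this array and lies within the spread of the probes, so these amounts stay open as the cause. The mean E1A ratio was also set against the median Cy-5 signal of the 10 arrays, with a Pearson r of -0.421 (two-sided permutation test, p = 0.225) and a Spearman rho of -0.406 (p = 0.250, permutation test). Without the 2 arrays farthest from the median Cy-5 signal, r was -0.211. Over the 8 arrays of the 2 larger slides, with the mean of each slide subtracted, r was -0.479 (p = 0.0920, permutation test over the 576 orders within slides) and rho on the ranks within each slide was -0.600 (p = 0.212, permutation test). Over these 4 tests of 1 relation, the Benjamini-Hochberg adjusted p was 0.250 for each. No relation was detectable with these numbers of arrays, pooled or within slides.

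Of the 990 genes the paper lists in Table S2, 898 were matched to a probe. Of these, 737 were well above background in Cy-5 on all 10 arrays, 159 on some and 2 on none. Over all 18539 named genes, 65.6% were so on all arrays, against 82.1% of the Table S2 genes. Of the 110 genes of Table S5, 105 were matched, and 49 (46.7%) were well above background in Cy-5 on all arrays, 51 on some and 5 on none. Those 5 were Cd28, Csf2, Cxcl2, Klkb1 and Prf1, which were named after their values were seen. On C10-434, 50 of the 105 genes were above background, against 74 to 91 on the other arrays.

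Among the 737 genes, the median range over the arrays was 1.10, against 0.81 for the 12163 named genes well above background on all arrays. The largest ranges were those of Naip6 (2.69 to 6.40), Sez6l (3.28 to 6.52), Fam135b (0.99 to 3.67), Thap2 (-3.10 to -0.65) and Rhov (1.29 to 3.67). The paper chose this list from arrays of this experiment, so a wider range is not independent evidence. A score per array was taken as the median of the genes listed as elevated minus that of the genes listed as suppressed, after each gene's median over the arrays was subtracted. It was 0.57 on C10-413, 0.57 on C10-415, 0.71 on C10-416, 0.25 on C10-417, -0.73 on C10-423, 0.095 on C10-424, -0.061 on C10-425, -0.67 on C10-434, -0.67 on C10-435 and -0.49 on C10-437. No groups were formed from these values.

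The genes of the paper's qPCR assay had these log2 Cy-5/Cy-3 values over the arrays. Nos1 had a median of 0.60 (-0.48 to 1.27) and was well above background in Cy-5 on 8 arrays. Fkbp5 had a median of 0.71 (-0.35 to 1.37), and its other 2 probes had medians of 0.50 and 0.32. Its order of the arrays depended on the probe. On C10-423 the brightest probe was at its highest, 1.37, whereas the median over the 3 probes was at its lowest, -0.19. On C10-416 these values were -0.35 and 0.59. Mmp9 had a median of -4.22 (-5.22 to -3.70), was well above background in Cy-5 on 7 arrays and had a second probe at -3.45. Sod1 had a median of 1.39 (0.94 to 1.82). Bdnf had a median of -0.46 (-1.05 to -0.23), whereas its dimmer second probe, which carries the same accession, had a median of 0.11.

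The paper describes the values of Table S2 and Table S5 by the same log ratio. Of the 110 genes of Table S5, 55 are also in Table S2, all with the same sign. The paper's value in Table S5 is between 0.154 and 0.737 times its value in Table S2, with a median of 0.429, so no single factor, such as a change of log base, relates the tables.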
